# HDAC inhibition ameliorates cone survival in retinitis pigmentosa mice

**DOI:** 10.1038/s41418-020-00653-3

**Published:** 2020-11-06

**Authors:** Marijana Samardzija, Andrea Corna, Raquel Gomez-Sintes, Mohamed Ali Jarboui, Angela Armento, Jerome E. Roger, Eleni Petridou, Wadood Haq, Francois Paquet-Durand, Eberhart Zrenner, Pedro de la Villa, Günther Zeck, Christian Grimm, Patricia Boya, Marius Ueffing, Dragana Trifunović

**Keywords:** Neuroscience, Neurological disorders

## Abstract

Cone photoreceptor cell death in inherited retinal diseases, such as Retinitis Pigmentosa (RP), leads to the loss of high acuity and color vision and, ultimately to blindness. In RP, a vast number of mutations perturb the structure and function of rod photoreceptors, while cones remain initially unaffected. Extensive rod loss in advanced stages of the disease triggers cone death by a mechanism that is still largely unknown. Here, we show that secondary cone cell death in animal models for RP is associated with increased activity of histone deacetylates (HDACs). A single intravitreal injection of an HDAC inhibitor at late stages of the disease, when the majority of rods have already degenerated, was sufficient to delay cone death and support long-term cone survival in two mouse models for RP, affected by mutations in the phosphodiesterase 6b gene. Moreover, the surviving cones remained light-sensitive, leading to an improvement in visual function. RNA-seq analysis of protected cones demonstrated that HDAC inhibition initiated multi-level protection via regulation of different pro-survival pathways, including MAPK, PI3K-Akt, and autophagy. This study suggests a unique opportunity for targeted pharmacological protection of secondary dying cones by HDAC inhibition and creates hope to maintain vision in RP patients even in advanced disease stages.

## Introduction

In Retinitis Pigmentosa (RP), the leading cause of inherited blindness, mutations in more than 90 genes affect the survival and/or function of rod photoreceptors or retinal pigment epithelium cells (RPE) (http://www.sph.uth.tmc.edu/Retnet/home.htm). One of the particularities of RP is that despite being mutation-unaffected, cone photoreceptors die secondarily once most rods are lost [1]. In humans, loss of rods initially has only minor consequences for vision, and the majority of patients are unaware of their condition until they start experiencing a prominent reduction in the central visual field, acuity, or color discrimination, due to the loss of cones. Hence, in a clinical setting, it is highly pertinent to develop therapies to treat advanced stages of RP, when the majority of rods have already degenerated, and cone degeneration has set in [2].

Despite the importance of cones for human vision, studies on therapeutic options to prevent their loss at advanced stages of RP are disproportionally low [1, 3–6] due to the intercellular relationship between rod and cone photoreceptors in human and mouse retina, where cones represent less than 5% of all photoreceptors [7]. Moreover, current knowledge suggests that the massive loss of rods in late RP creates a “point of no return”, after which cone cell death is unstoppable [2, 8], as cones are suffering from the loss of structural and nutritional support from rods [1, 9], exposure to oxidative stress [4], and inflammation [3, 6]. Although alleviating each of these processes individually has the potential to preserve cones to some extent [1, 3, 5, 10], an ideal therapeutic option should provide multi-level protection of cones in the rod-depleted retina. One way to achieve this could be by an epigenetically driven simultaneous regulation of several genes involved in diverse pro-survival responses.

Histone deacetylases (HDACs) are regulators of the chromatin structure, and changes in their activity affect transcription of a number of genes [11]. Tightly packed chromatin, following the HDAC-governed removal of acetyl groups from histones, is generally associated with transcriptional silencing, albeit this largely depends on the type and “health” status of cells [12]. Aberrant HDAC activity is causatively linked to various diseases ranging from cancer, to neurodegenerative diseases [12, 13]. We and others have previously shown that epigenetic regulation, via HDAC inhibition, can protect primary degenerating photoreceptors in inherited retinal dystrophies caused by mutations in different genes [14–17]. Consequently, more than 90 clinical trials involving HDAC regulators stress HDAC inhibition as a promising therapeutic approach for various diseases, including retinal dystrophies [12, 18].

Here, we investigated the involvement of HDACs in secondary cone degeneration in mouse models of RP. We found an increased HDAC activity present in both mutation-affected rods and in secondary dying cones. A single intravitreal injection of the HDAC inhibitor Trichostatin A (TSA) afforded long-term preservation of cone photoreceptors. Transcriptional changes associated with cone survival comprised regulation of distinct pro-survival mechanisms, including autophagy, MAPK, and PI3K/Akt regulation. Thus, therapies based on HDAC inhibition can offer a unique possibility to attenuate the loss of photoreceptors independent of the stage of degeneration.

## Materials and methods

### Animals

The C3H *rd1/rd1 (rd1)*, C57BL/6J x C3H *HR2.1:TN-XL x rd1 (rd1*^*TN-XL*^*)*, C57BL/6J *rd10/rd10 (rd10)*, and C57BL/6J wild-type (wt) mice were housed under standard light conditions, had free access to food and water, and were used irrespective of gender. *rd1*^*TN-XL*^ mice express the TN-XL (Ca^2+^ biosensor) selectively in cone photoreceptors under the control of the human red opsin promoter (HR2.1) [19, 20]. The presence of TN-XL biosensor does not alter the *rd1* phenotype, while it enables direct visualization of cone photoreceptors by fluorescence microscopy [20]. All procedures were performed in accordance with the ARVO statement for the Use of Animals in Ophthalmic and Vision Research, the regulations of the Tuebingen University committee on animal protection, Germany, veterinary authorities of Kanton Zurich, Switzerland and the ethics committees of the CSIC and the Comunidad de Madrid.

### Intravitreal injections

Single intravitreal injections were performed at postnatal day (PN) 19 in *rd1*^*TN-XL*^ and PN42 in *rd10* mice, as previously described [14]. Mice were anesthetized subcutaneously with a mixture of ketamine (85 mg/kg) and xylazine (4 mg/kg). One eye was injected with 0.5 µl of a 100 nM TSA (catalog T8552, Sigma-Aldrich, St. Louis, MO) in 0.0001% DMSO, while the contralateral eye was sham-injected with 0.0001% DMSO and served as a control. Assuming the intraocular volume of mouse eye to be 5 µl [21], this procedure resulted in a final intraocular concentration of 10 nM TSA. For the open field behavioral test, *rd10* littermates were TSA- or sham-injected bilaterally at PN42.

### Retinal explant cultures

Organotypic retinal cultures from *rd1*^*TN-XL*^ animals, including the retinal pigment epithelium (RPE) were prepared under sterile conditions as previously described [14, 15]. PN19 or PN21 *rd1*^*TN-XL*^ animals were sacrificed, the eyes enucleated and pretreated with 0.12% proteinase K (ICN Biomedicals Inc.) for 15 min at 37 °C in HBSS (Invitrogen Inc.). Proteinase K activity was blocked by the addition of 10% fetal bovine serum, followed by rinsing in HBSS. Next, the cornea, lens, sclera, and choroid were removed, while the RPE remained attached to the retina. The explant was cut into a clover-leaf shape and transferred to a culture membrane insert (Corning Life Sciences) with the RPE facing the membrane. The membrane inserts were placed into six-well culture plates with Neurobasal-A medium (catalog 10888022) supplemented with 2% B27 (catalog 0080085-SA), 1% N2 (catalog 17502048), and L-glutamine (0.8 mM, catalog 25030032) (all from Invitrogen Inc.), and incubated at 37 °C in a humidified 5% CO2 incubator. The culture medium was changed every 2 days during the 7 days culturing period. Retinal explants were treated with 10 nM TSA, 1 µM Panobinostat (catalog S1030, Selleckchem), 20 µM LY294002 (catalog S1105, Selleckchem), and 10 µM U0126-EtOH (catalog S1102, Selleckchem) diluted in Neurobasal-A culture medium. For the PI3K-Akt and MAPK inhibition experiments, cultures were treated with TSA, LY294002, U0126, TSA + LY294002, and TSA + U0126 only for 2 days followed by the culture medium without compounds for additional 5 days. For controls, the same amounts of DMSO were diluted in the culture medium. Culturing was stopped after 7 days by 2 h fixation in 4% PFA, cryoprotected with graded sucrose solutions containing 10, 20, and 30% sucrose and then embedded in tissue freezing medium (Leica Microsystems Nussloch GmbH).

### Quantification of cone survival

The quantification of cones was performed by manually counting the number of TN-XL labeled cones (using the Zen event counter) on at least two retinal cross-sections cut along the dorsoventral axis, at the level of the optic nerve. Retinal cross-sections were used to quantify cone photoreceptors as the TN-XL biosensor is present throughout the cone photoreceptor, except the outer segment (IS) [19]. The presence of the biosensor in the cell body, axon and IS, hampers a clear separation of individual cell bodies from the IS and/or axon on flat-mount preparations at the late stages of *rd1*^*TN-XL*^ degeneration, where cones align horizontally to the INL due to the lack of structural support from rods (SI Appendix, Fig. S1A.) Retinal cross-sections with labeled nuclei enabled distinction between different parts of the cones and facilitated the counting of their cell bodies. Colabeling of *rd1*^*TN-XL*^ cones with a cone-specific antibody, cone arrestin (CAR), showed full overlap between two fluorescent signals confirming the specificity of TN-XL labeling both in degenerating and protected cones (SI Appendix, Fig. S2). Cones were quantified on multiple images projection (MIP) obtained from 9–15 optical sections taken with 20x magnification at four positions in the retina: ventral and dorsal central retina (corresponding to −10° and 10° of eccentricity from the optic nerve, respectively) and ventral and dorsal peripheral positions at −80° and 80° degrees (SI Appendix, Fig. S1). For the quantification of cone survival in *rd10* retinas, cones were labeled with an antibody against cone arrestin. Spider diagrams show the number of cones per 100 µm of the outer nuclear layer (ONL) length at each position, presented as mean values ± SEM.

### Histology

For retinal cross-sectioning, the eyes were marked nasally, and eyecups (after cornea, iris, lens, and vitreous removal) were fixed in 4% paraformaldehyde for 2 h at room temperature. Following graded sucrose cryoprotection eyes were embedded in optimal cutting temperature compound (Tissue-Tek), cut into 12 μm sections, and mounted with Vectashield medium containing 4’,6-diamidino-2-phenylindole (DAPI, Vector). For retinal flat mounts, retinas without RPE were fixed for 30 min, cut into a cloverleaf shape, and mounted with Vectashield with the photoreceptors facing up. To analyze retinal morphology, eyes were fixed in 2.5% glutaraldehyde, cut at the optic nerve level, followed by 1% osmium tetroxide treatment post-fixation and ethanol dehydration, according to a previously described protocol [22]. After embedding in Epon 812, 0.5 μm thick sections were counterstained with toluidine blue. Immunostaining was performed on retinal cryosections by incubating with primary antibodies against rabbit cone arrestin (1:1000; catalog AB15282, Merck Chemicals GmbH), mouse anti-rhodopsin (1:400, catalog MAB 5316, Chemicon), LC3B (1:100, catalog NB-100-220, Novus) and LAMP1 (1:100, clone 1D4B, DSHB) at 4 °C overnight. Alexa Fluor 488, 568, or 647-conjugated antibodies were used as secondary antibodies. Images were captured using Z-stacks on a Zeiss Axio Imager Z1 ApoTome Microscope using 20x air, 40x oil, or 100x oil objectives. For the quantification of the LC3 and LAMP1 puncta in cones, 4 images per retina for in vivo treatment and 8 images per explant were assessed in each confocal plane obtained by the Leica TCS SP5 Confocal Microscope. Colocalizing puncta were counted using the counter plugin of Image J. The number of colocalizing puncta was divided by the number of cones in the whole z-stack.

### HDAC in situ activity assay

HDAC activity assays were performed on 12 µm thick cryosections of 4% PFA- fixed eyes following immunostaining against cone arrestin/rhodopsin as previously described [14]. Briefly, retina sections were exposed to 200 μM Fluor de Lys-SIRT2 deacetylase substrate (Biomol) with 500 μM NAD + (Biomol) in assay buffer (50 mM Tris/HCl, 137 mM NaCl; 2.7 mM KCl; 1 mM MgCl2; pH 8.0) for 3 h at room temperature. Following methanol fixation at -20 °C for 20 min, a developer solution (1x Biomol; KI105) containing 2 μM TSA and 2 mM nicotinamide in assay buffer was applied to generate the signal. Due to the presence of a background staining in negative controls, only cells with prominent nuclear staining were considered as HDAC positive [14].

### MEA recording

Retina explant cultures attached to the membrane were transferred from the incubation chamber to a 256-electrode MEA (Multi channel systems MCS GmbH, Reutlingen, Germany) with the ganglion cell side facing the electrodes. A custom-made grid was placed over the retina to improve the contact between electrodes and the tissue and the stability of the recording. Cultures were perfused throughout the experiment with oxygenated Ames’ medium (A1420, Sigma-Aldrich) and heated to 36 ˚C. The electrode spacing was 200 µm, with the total recordings area of ~3.2 × 3.2 mm^2^. Twenty repetitions of 350 ms long light-flashes of increasing intensity (8.6 e12, 5.3 e13, 3 e14, 8.7 e14, 1.6 e15, 2.3 e15 photons/cm^2^ s) separated by 2 s of dark were presented to both control and the TSA-treated retinal explants mounted on MEA. The recordings were made with a sampling rate of 25 kHz using the MC Rack software (Multi Channel Systems MCS GmbH). The analysis of recordings from 256-MEAs was performed using Python 3.6. Recordings were bandpass - filtered (400–5000 Hz, Butterworth 2nd order), and spikes were detected as threshold crossing of 5 times the standard deviation of the filtered signal with a pause time of 1.5 ms. Light-induced RGCs activation recorded by an electrode was quantified for each light intensity using a two-tailed, paired *t*-test comparing the detected spikes during the 20 repetitions of light-ON (350 ms of light flash) or light-OFF (350 ms after the light shut-off) versus the spontaneous activity recorded before light onset. Only electrodes with a statistically significant difference (*p* < 0.01 and t-statistic > 2) were considered light-activated. In addition, only channels light-activated for at least 3 out of 5 light intensities in the photopic light range (5.3 e13, 3 e14, 8.7 e14, 1.6 e15, 2.3 e15 photons/cm^2^) were included in the analysis. These criteria were used to eliminate potential non-stable recordings. To quantify the degree by which light onset changes the spontaneous firing rate and to avoid an overestimation of the electrodes recording low spontaneous activity, a response ratio was calculated. The calculation is based on the well-established bias index used to quantify physiological light responses [23, 24] and is analogous to the Michelson contrast used to quantify the contrast in visual images:

Response ratio = (Firing rate LIGHT ON – Firing rate spontaneous)/(Firing rate LIGHT ON + Firing rate spontaneous).

### Open field behavioral test

The open field test is based on natural mouse behavior to avoid brightly lit open spaces [25]. This test was performed based on the previously described procedure with minor modifications [26]. A custom-made box for light/dark transition test (60 × 30 × 30 cm) was divided into two chambers, one black and one white, connected by a door (5 × 5 cm). The mice were habituated in the dark for at least 1 h before the testing. The light chamber was illuminated from the top by white diodes (670 lux, LitePad® HO90, Rosco). Mice were placed into the dark compartment, and the door was opened after 3 s. Mice were allowed to move freely between the two chambers with the door open for 5 min. The time spent in the dark chamber was registered by an experimenter. After each trial, all chambers were disinfected to prevent a bias based on olfactory cues.

### ERG recordings

Mice were dark adapted overnight, and subsequent manipulations were performed in dim red light. Mice were anesthetized with intraperitoneal injections of ketamine (95 mg/kg) and xylazine (5 mg/kg) solution and maintained on a heating pad at 37 °C. Pupils were dilated with a drop of 1% tropicamide. To optimize electrical recording, a topical drop (2% Methocel) was applied to each eye immediately before placing the corneal electrode. Flash-induced ERG responses were recorded from the right eye in response to light stimuli produced with a Ganzfeld stimulator. Light intensity was measured with a photometer at the level of the eye (Mavo Monitor USB). Four to 64 consecutive stimuli were averaged with an interval between light flashes in scotopic conditions of 10 s for dim flashes and up to 60 s for the highest intensity. Under photopic conditions, the interval between light flashes was fixed at 1 s. ERG signals were amplified and band-filtered between 0.3 and 1000 Hz with an amplifier (CP511 AC amplifier). Electrical signals were digitized at 20 kHz with a power laboratory data acquisition board (AD Instruments). Under dark adaptation, scotopic threshold responses (STR) were recorded to light flashes of −4 log cd·s·m^−2^; rod responses were recorded to light flashes of −2 cd·s·m^−2^, and mixed responses were recorded in response to light flashes of 1.5 log cd·s·m^−2^. Oscillatory potential (OP) was isolated using white flashes of 1.5 log cd·s·m^−2^ in a recording frequency range of 100–10,000 Hz. Under light adaptation, cone-mediated responses to light flashes of 2 log cd·s·m^−2^ on a rod-saturating background of 30 cd·m^−2^ were recorded. Wave amplitudes of the STR, rod responses (b-rod), mixed responses (a-mixed and b-mixed), and OP were measured offline by an observer masked to the experimental condition of the animal.

### Flow-sorting of the cone photoreceptors

A protocol from Palfi et al. [27]. was used to dissociate retinal cells. Briefly, PN19-26 control and TSA-treated retinal explant cultures were removed from membranes and incubated in trypsin (Sigma-Aldrich) solution for 20 min at 37 °C. Following incubation with trypsin inhibitor (Sigma-Aldrich), cell suspension was washed with HBSS and passed through a 40-µm filter before fluorescence activated sorting (FACS). One biological replicate included at least 2 retinal explants prepared from different animals. Three independent biological replicates from control and TSA-treated retinal explants were used for cone photoreceptor FACS using an ARIAIII cell sorter (BD Biosciences). The sort was performed with a 100 µm nozzle tip, at a sheath pressure of 20.0 psi, and with purity precision. TN-XL positive cone photoreceptors were gated as follows: singlets forward scatter (FSC-A vs FSC-H)/singlets side scatter (SSC-A *vs*. SSC-H)/viable cells (FSC-A *vs*. SSC-A)/TN-XL + cells (FSC-A *vs*. TN-XL-A) (gating Fig. S5A, B). The purity of sorted TN-XL + cells was checked by performing post-sort FACS analysis (Fig. S5C, D).

### Whole transcriptome sequencing and data analysis

2000–5000 frozen sorted-cells were lysed in ~10 µl of lysis buffer, and cDNA synthesis was performed using the SMART-Seq v4 Ultra Low Input RNA Kit (catalog 634888, Takara Bio). First-strand cDNA synthesis was performed using 20–50% of the input, and was followed by full-length double-strand cDNA amplification using 17 PCR cycles. The quality of the resulting cDNA was validated using Bioanalyzer and High Sensitivity DNA Kit (Agilent), and Qubit dsDNA HS fluorometric quantification (ThermoFisher Scientific). NGS libraries were prepared using 150 pg of cDNA input and the Nextera XT DNA Library Preparation Kit (catalog FC-131-1024, Illumina) with 11 cycles of PCR. Libraries were sequenced as single reads (75 bp read length) on a NextSeq500 (Illumina) with a depth of >20 million reads. Library preparation and sequencing procedures were performed by the same individual, and a design to minimize technical batch effects. Data quality of raw RNA-seq reads in FASTQ files was assessed using ReadQC (ngs-bits version 2018_04) to identify potential sequencing cycles with low average quality and base distribution bias. Reads were preprocessed with Skewer (version 0.2.2) and aligned using STAR (version 2.5.4a), allowing spliced read alignment to the mouse reference genome (Ensembl Mus musculus GRCm38). Alignment quality was analyzed using MappingQC (ngs-bits version 2018_04) and visually inspected with Broad Integrative Genome Viewer (version 2.4.0). Based on the genome annotation ITAG (Ensembl 75), normalized read counts for all genes were obtained using subread (version 1.6.0) and edgeR (version 3.28.0). Raw counts data were processed using iDEP, an integrated web application for RNA-seq data analysis [28]. To provide access to RNAseq data, we generated a BioJupies notebook [29] link providing an interactive and visual analysis of all the data (https://amp.pharm.mssm.edu/biojupies/notebook/LjknTl51J). Sequencing data are deposited on GEO with the accession number GSE141601.

For differential gene expression (DEG) analysis, gene counts were filtered to only retain genes with a value > 1 cpm (count per million), in at least two samples within at least one group (control or treated), leaving around 14,400 genes for determination of differential expression in each of the pair-wise comparisons between experimental groups. 

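Of the 46078 genes in the deposited count table, 9621 passed this filter on the raw counts. Among them were 25 of 27 listed genes of cone phototransduction and identity, but only 10 of 17 rod markers. *Ntrk2*, the receptor of BDNF, was left out, with 3, 1 and 0 counts in control replicates 1 to 3 and 254, 1 and 0 in TSA replicates 1 to 3. *Cav2*, a caveolin labelled in Fig. 6A, had 1892 counts in TSA replicate 1 and at most 1 in any other library, so it did not pass either. Of the genes kept, 37.9% had 0 counts in at least 1 library.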

Differentially expressed genes between treated and control groups were identified using the two-tailed permutation FDR-based Student’s *t* test (FDR < 0.05 and 250 randomizations). Only transcripts coding for protein sequences were retained for pathway analysis. Quantitative gene expression data was submitted and integrated into the PaintOmics 3 data analysis platform [30, 31], in order to identify trends in pathway modulation following the TSA treatment. A stable link is provided to access and visualize the results (http://www.paintomics.org/?jobID=4CIbSr1eA4).

### Quantitative RT-PCR

For qRT-PCR, 2000–6000 cones from two pooled PN19-26 ex vivo *rd1*^*TN-XL*^ explants were sorted in 350 µl RLT buffer (Qiagen) to lyse cells. RNA extractions were performed using an RNeasy Micro Kit (Qiagen), followed by cDNA synthesis using the QuantiTect Reverse Transcription Kit (Qiagen). qRT-PCR reactions were performed in technical duplicates of 4 biological samples of TSA-treated and control retinas, on BioRad CFX96 real-time system using QuantiTect SYBR Green PCR Kit (Qiagen) along with gene specific forward (fwd) and reverse (rev) primers (250 nM). The sequences of the primer sets used are listed in supporting Table S1. The PCR protocol included 40 cycles of: 94 °C (15 s), 57 °C (30 s), and 72 °C (30 s). Relative mRNA expression of each gene of interest was calculated using ∆∆CT method and GAPDH as a housekeeping gene.

### Statistics

All data were analyzed using Excel (Microsoft) and GraphPad Prism 6. For each comparison between control and treated groups, normal distribution was determined with GraphPad software (D’Agostino & Pearson omnibus and Shapiro–Wilk normality tests). When applicable (methodology based) investigators were blinded for the condition. Quantification of in vivo survival for every time points, for different positions, was calculated using two-way ANOVA. The overall temporal survival curve shown in Fig. 2R was obtained by averaging all the analyzed positions from all the animals per stage. The statistical significance in the broadening of the survival curves was assessed *via* shared control Cummings estimation plot using the DABEST package in R with 5000 bootstraps resamples (https://www.estimationstats.com/) [32]. A shared-control estimation plot represents the Hedges’ *g* comparison of log2-transformed cone survival ratios. Since TSA treatment prevented *rd1*^*TN-XL*^ cone loss up to 7 days post-injection, the cone survival ratio at PN26 was used as the control and compared to the survival ratio at PN30, PN37, PN45, PN60 and PN90. The statistical significance of Hedges’ *g* difference was determined by unpaired two-sided permutation *t*-test.

Ex vivo survival was quantified on 5–12 different positions, from 3–5 retinal cross-sections obtained from different positions within a retinal explant. Unpaired, two-tailed *t*-tests were used to compare controls with treatments.

Statistical differences for LC3-LAMP1 puncta quantification and qRT-PCR were calculated using Mann–Whitney nonparametric test.

RNAseq raw data were processed and normalized using subread (version 1.6.0) and edgeR (version 3.28.0). Statistical data analysis was carried out using the Perseus tool suite for Omics data analysis [33]. Two-tailed, unpaired permutation-based FDR Students’ *t* test on biological replicates’ mean difference was applied (FDR < 0.05 and 250 randomizations). Log2 fold changes, mean differences, and *p* values are reported in the Gene expression dataset.

The statistical difference of light-induced response ratio between control and treated retinas was calculated using a Wilcoxon rank-sum test.

Statistical difference of open field behavioral test was calculated using a two-way ANOVA test.

## Results

### Secondary cone degeneration in RP is associated with an increased HDAC activity

To assess the involvement of HDACs in the secondary cone degeneration, we used an HDAC in situ activity assay [16] at advanced stages of photoreceptor degeneration in two mouse models for RP, the *rd1* and *rd10* mice. Different mutations in the rod-specific phosphodiesterase 6b (*Pde6b*) gene lead to fast rod photoreceptor degeneration, with the onset at PN9 in *rd1* and PN14 in *rd10* mice [15, 34, 35]. Cone degeneration begins once most rods have degenerated, around PN20 in the *rd1* and PN40 in the *rd10* mouse [1, 3]. At PN30, the outer nuclear layer (ONL) in *rd1* mice is reduced to only one row of photoreceptors, almost exclusively cones (Fig. 1A).

**Fig. 1:**
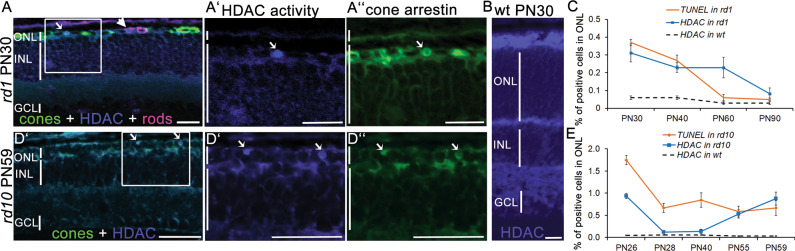
Increased HDAC activity in RP photoreceptors at advanced stages of degeneration. **A**–**A**” HDAC in situ activity assay in *rd1* retinal cross-sections at PN30. HDAC activity (blue) was present in both rod (magenta, arrowhead, rhodopsin immunostaining) and cone photoreceptors (green, arrow, cone arrestin immunostaining). **A**’ Magnification of the marked region indicating HDAC+ cell colocalizing with cone arrestin (**A**”). **B** HDAC activity in wild-type retina at PN30. **C** Percentage of TUNEL+ and HDAC+ cells in the ONL of *rd1* and wt mice over time. **D**–**D**” Representative image of a colocalization of HDAC activity and cone arrestin in *rd10* mice at PN59, with only cones remaining in the ONL. **E** Percentage of TUNEL+ and HDAC+ cells in the ONL of *rd10* and wt mice over time. Data are shown as mean ± SEM (*n* = 3–5 animals per age). Scale bars: 50 µm. ONL outer nuclear layer, INL inner nuclear layer, GCL ganglion cell layer, PN post-natal day.

A combination of in situ HDAC activity assay with cone- and rod-specific immunostaining confirmed previously established association of increased HDAC activity and rod degeneration (Fig. 1A) [15, 16]. Interestingly, HDAC activity also colocalized with the cones, once the majority of rods have degenerated (Fig. 1A–A”) [1]. The presence of HDAC positive cells within the ONL was detected through the entire period of cone cell death in *rd1* mice (Fig. 1C), while no positive signal for HDAC activity was detected in nuclei of wild-type mice at PN30 (Fig. 1B). Moreover, late stages of *rd10* degeneration also displayed increased HDAC activity, mirroring the timeline of photoreceptor cell death in the *rd10* mouse, characterized by massive rod loss up to PN26 [35], followed by continuous photoreceptor cell death, likely reflecting the simultaneous rod and cone loss (Fig. 1D, E). These findings suggest that the cell death of both mutation-affected rods and secondary dying cones may be associated with HDAC overactivation.

### HDAC inhibition prolongs cone survival in RP mice

To determine if HDAC inhibition has the potential to prevent secondary cone degeneration, we injected a well-established class I and II HDAC inhibitor, TSA, in the *rd1*^*TN-XL*^ mouse that expresses the fluorescent TN-XL biosensor exclusively in M- and L-cones [19] (Figs. S1, S2). To minimize the indirect positive effects of increased rod survival afforded by HDAC inhibition on the *rd1* cone survival, we selected a late time-point to start the treatment, PN19. Already from PN19, the *rd1*^*TN-XL*^ ONL is reduced to only one row of photoreceptors, almost exclusively cones (Fig. 2A). After a single intravitreal injection of TSA at PN19, we assessed cone survival up to 3 months of age at different time points: PN26, PN30, PN37, PN45, PN60, and PN90. Whole-mount preparations of sham-injected eyes showed center to periphery gradient of cone loss at PN30 (Fig. 2B). In contrast, an increased cone-specific fluorescent signal was detected in treated contralateral eyes (Fig. 2C). While at PN60 and PN90, loss of cones had proceeded in control eyes, with cones remaining only at the far periphery (Fig. 2D, F), the treated eyes showed higher immunofluorescent signals, suggesting enhanced cone preservation in the central retina up to 3 months of age (Fig. 2E, G). An increase in cone survival was even more evident on retinal cross-sections, where individual cone cell bodies and remaining cone segments could be clearly identified (Figs. 2H–M’, S1, S2). A higher number of cones in TSA-treated animals was also evident in retinal light micrographs (Fig. 2N–Q). While untreated retinas showed a reduced density of nuclei, many of which were pyknotic, the treated retina displayed healthier cone morphology with classical heterochromatin distribution (Fig. 2O, Q) [22]. A single intravitreal injection was sufficient to prevent loss of *rd1*^*TN-XL*^ cones for up to 7 days, while in control retinas, cone degeneration continued with ~15% fewer cones than at the beginning of the treatment. A plot of cone numbers up to PN90 showed that cone loss in control and treated retinas followed an exponential decay function, with the two curves clearly separated (Fig. 2R). In addition, fitted trend lines showed significantly broader separation of the two curves at PN90 (Figs. 2R and S3) and predicted an X-axis intersection of the treated curve with a delay of 16 days, compared to control (PN79 for treated *vs*. PN95 for control retinas, Fig. 2R). These extrapolations suggest that the TSA treatment not only delayed but also slowed down secondary cone degeneration.

**Fig. 2:**
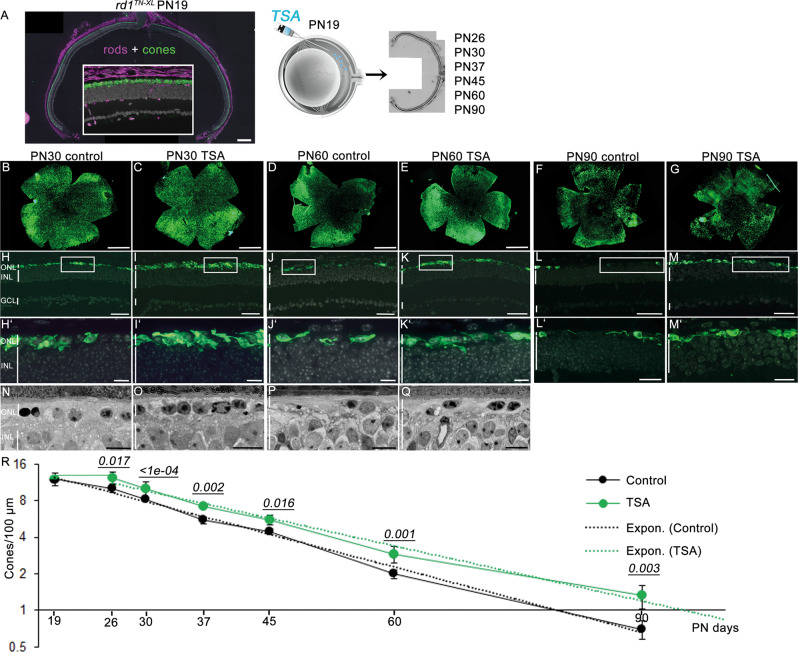
HDAC inhibition promotes long-term cone survival in *rd1*^*TN-XL*^ mice. **A** Retinal cross-section of an *rd1*^*TN-XL*^ mouse at PN19, showing TN-XL-labeled cones (green), rods (magenta, anti-rhodopsin antibody), and nuclei (gray, DAPI). Note that the mouse secondary antibody used to detect anti-rhodopsin antibodies showed the non-specific signal in layers other than ONL. Schematic representation of a single intravitreal injection of TSA at PN19, followed by quantification of cone survival up to PN90. **B**–**G** Flat mounted retinas from control and TSA-treated eyes at indicated PN days. **H**–**M** Representative images of retinal cross-sections from control and TSA-treated retinas at PN30, PN60 and PN90 used to quantify of TN-XL labeled cones. **H**’–**M**’ Magnifications of the marked regions shown in **H**–**M**. **N**–**Q** Retinal morphology of control and treated retinas at PN30 and PN60. **R** Quantification of cone survival in control and TSA-treated retinas. *Y* axis is in log2 scale. Data are shown as means ± SEM (*n* = 5–10 animals per age). Numerical *p* values by two-way ANOVA. The fitting of the exponential curves is shown in dotted lines. Scale bars: **A**, **H**–**M** 50 µm; **B**–**G** 500 µm; **H**’–**M**’20 µm; **N**–**Q** 10 µm. ONL outer nuclear layer, INL inner nuclear layer, GCL ganglion cell layer, PN postnatal days.

To analyze the effects of continuous TSA treatment on cone survival, we treated *rd1*^*TN-XL*^ retinal explants from PN19 until PN26 ex vivo. Retinal cultures, consisting of the retina and RPE layer, enable maintaining mature neurons in situ, and complex neuronal connections while providing the possibility for constant exposure to a drug via a culture medium (Fig. 3A). Similarly to *rd1*^*TN-XL*^ cone degeneration in vivo, the center to periphery gradient of cone loss was more prominent in the control explant cultures (Fig. 3B). Quantification of cone numbers in retinal cross-sections showed ~30% increase in the cone survival in TSA-treated retinal explants (Fig. 3B).

**Fig. 3:**
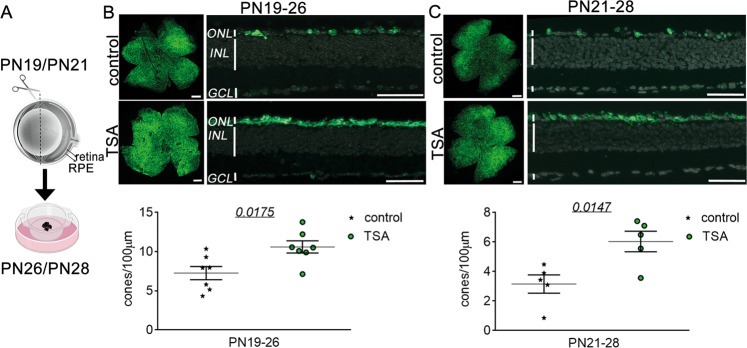
HDAC inhibition protects *rd1*^*TN-XL*^ cones ex vivo. **A** Schematic representation of the ex vivo retinal explants preparation. Retinas from *rd1*^*TN-XL*^ mice were collected at PN19 or PN21 and treated for 7 days with control or TSA-medium. **B**–**C** Representative flat mount preparations and cross-sections of explanted retinas, that were used for the quantification of cone survival, shown in the dot plot below. Data are shown as mean ± SEM (*n* = 5–7 animals per age group). Numerical *p* values by unpaired, two-tailed *t*-test. Scale bars in whole mounts 500 µm; retinal cross-sections 50 µm. RPE retinal pigment epithelium, ONL outer nuclear layer, INL inner nuclear layer, GCL ganglion cell layer, PN postnatal day.

Next, we asked if the HDAC inhibition has the potential to protect secondary dying cones even at a later stage of degeneration. For this, we started the treatment at PN21 and assessed the *rd1*^*TN-XL*^ cone survival after one week in culture (Fig. 3C). Also in this case, the TSA treatment significantly improved cone survival, with 52% more cones in the treated explants. We also tested the neuroprotective properties of Panobinostat, a clinically approved pan-HDAC inhibitor within the same group of inhibitors as TSA [36]. As with TSA, 7 days treatment with Panobinostat increased *rd1*^*TN-XL*^ cone survival up to 30% (Fig. S4).

### HDAC inhibition improves cone-mediated light-responses

We then wanted to see whether the remaining cones were light-sensitive and able to drive functional responses. We used a micro-electrode array (MEA) [37] to record the light‐mediated spiking activity of retinal ganglion cells (RGCs) of *rd1*^*TN-XL*^ retinal explants. The experimental setup included a light source at the bottom of the MEA chamber, mimicking the physiological situation where light stimulation comes from the ganglion cell side, while the RPE layer on the top of explants provided a physiological environment for light absorption (Fig. 4A).

**Fig. 4:**
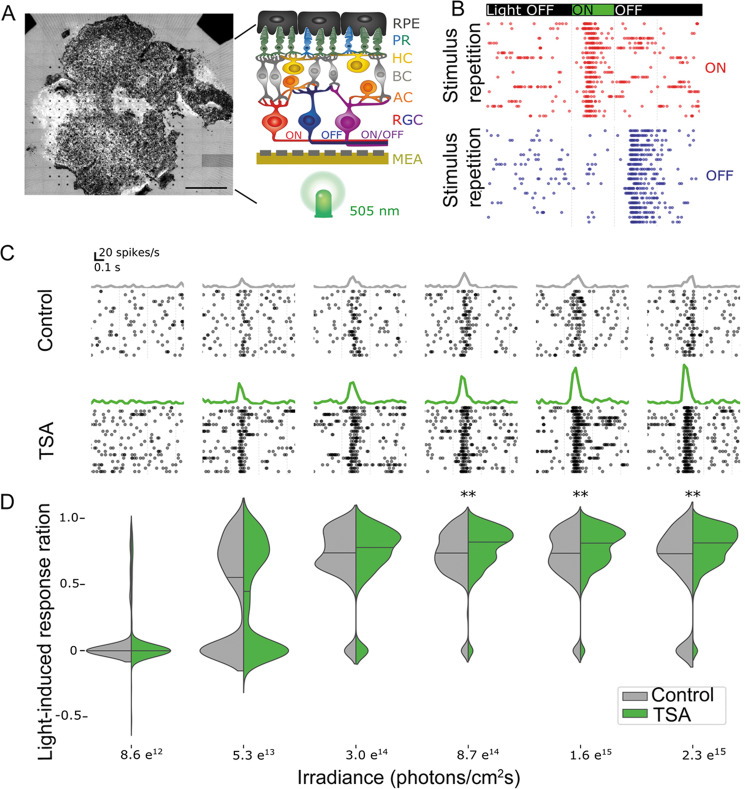
HDAC inhibition improves cone function in *rd1*^*TN-XL*^ retinal explants. **A** A micro-electrode array (MEA) with 256 electrodes was used to record retinal ganglion cell (RGC) responses in control and TSA-treated PN19-26 *rd1*^*TN-XL*^ retinal explants. Schematic drawing of the MEA setup used in the study. **B** Representative recordings of ON and OFF responses from TSA-treated retinal explants during stimulation with flickering light (350 ms flashes, 505 nm) shown as raster plots. Each dot indicates one spike. The green bar indicates the start of light stimulation. **C** Exemplary spike responses obtained in ontrol (gray) and treated (green) explants at six different light intensities, shown as raster plots (bottom) and averaged firing rate histograms (top). **D** Quantification and discrimination of the response ratio in control (gray) and treated explants (green). Significant differences based on Wilcoxon rank-sum test are detected for three high light intensities (*n* = 161 channels from eight control, *n* = 274 from nine treated retinas, **p < 0.01). RPE retinal pigment epithelium, PR photoreceptors, HC horizontal cells, BC bipolar cells, AC amacrine cells, RGC retinal ganglion cells.

A LED emitting green light (505 nm) with increasing light intensities, far below the safety limit for the human eye [38], was used to stimulate cones in control and TSA-treated PN19-26 retinal explants. Light-ON and Light-OFF responses were detected in both control and treated retinas suggesting preservation of physiological network functionality (Fig. 4B). To estimate the degree of activity change upon light stimulation, we calculated a light-induced response ratio for ON responsive MEA electrodes. The light-induced response ratio quantifies how much the firing rate (Fig. 4C) increases during light stimulation and can be considered a simple link between the number of rescued cones and functional readout. The distribution of the light-induced response ratio, presented as a violin plot, demonstrates that increasing light intensities lead to a higher firing rate (Fig. 4D). Changes of the spontaneous activity under the same light intensities were not detected. For each condition (control *vs*. treatment), the light-induced response ratio of the two distributions were compared. While for low intensities, the median values in control and treated retinas were not significantly different, the light-induced response ratio increased in the treated samples and was significantly different above a light intensity of 8.7 e^14^ photons/cm^2^ sec (*p* < 0.01). The median light-induced response ratio in treated retinas reached 0.82 while in control condition it approached 0.74 (Fig. 4D).

To determine if HDAC inhibition has the potential to delay secondary cone death and preserve visual function independent of the underlying mutation, we injected *rd10* mice at a stage when the majority of rods have degenerated [1, 3]. A single intravitreal injection at PN42 resulted in a higher number of cones in TSA-treated compared to sham-treated retinas (Fig. 5A–C). Increased cone survival was accompanied by amelioration of vision-mediated behavior of *rd10* animals injected bilaterally with TSA (Fig. 5D, E). An improvement in cone function was also detected by electroretinography (ERG). At PN50, a modest but significant increase in photopic b-wave amplitudes was detected in TSA-treated retinas (Fig. 5F, G). Collectively our data suggest that HDAC inhibition has the potential to support cone survival and function at late stages of photoreceptor degeneration in different RP mouse models.

**Fig. 5:**
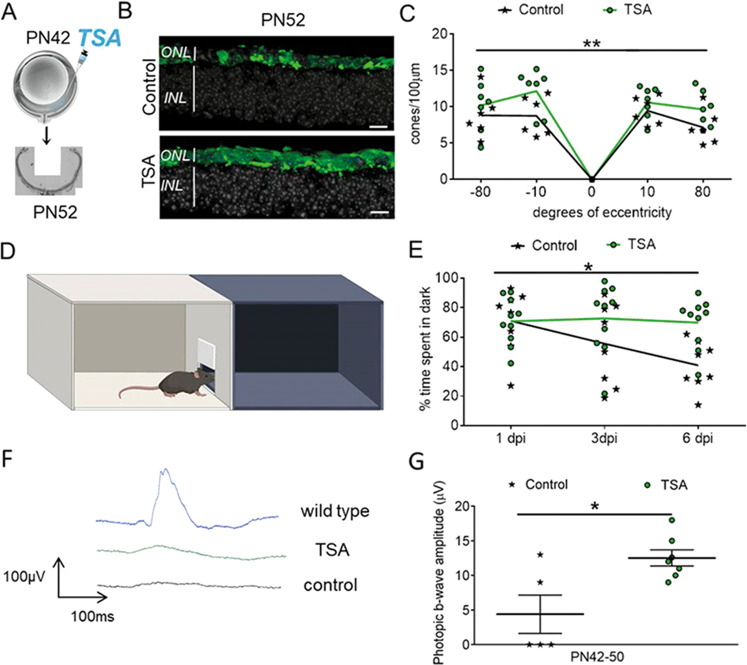
HDAC inhibition promotes cone survival and visual function in *rd10* mice. **A** A schematic representation of a single intravitreal TSA injection at PN42 followed by quantification of cones 10 days post-injection. **B** Representative images of retinal cross-sections from control and TSA-treated retinas at PN52 used to count the number of cones (cone arrestin-labeled cones in green, DAPI-labeled nuclei in gray). **C** Spider diagram showing the number of cones along the dorso-ventral axis, corresponding to 10°, 80°, −10°, and −80° of eccentricity from the optic nerve, respectively. **D** Drawing of the open filed behavioral test used to assess cone-mediated vision. **E** Percentage of time spent in the dark compartment for control and TSA-treated animals 1, 3, and 6 days post-injection (dpi). **F** Representative traces of photopic ERG recordings used to evaluate cone function in wild-type, TSA- and sham-treated *rd10* retinas at PN50. **G** Photopic b-wave amplitudes of control and TSA-treated *rd10* mice. Data are shown as means ± SEM (*n* = 5–10 animals per group). Statistical significance was assessed using two-way ANOVA (**C** and **E**) and Mann–Whitney nonparametric test (**G**), with *p < 0.05, **p < 0.01. Scale bars: 10 µm. ONL outer nuclear layer, INL inner nuclear layer, PN postnatal day.

### HDAC inhibition induces global changes in gene-transcription patterns in the surviving cones

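RNA-seq libraries were made from TN-XL-positive cones sorted from retinal explants of the *rd1* TN-XL mouse, in which a defect of the rod gene *Pde6b* kills the rods and the fluorescent calcium sensor TN-XL marks the cones. Trichostatin A (TSA) inhibits histone deacetylases, enzymes that remove acetyl groups from histones. Explants entered culture at PN19 and were kept for 7 days, with 10 nM TSA or with DMSO, the solvent, as the control. Each group had 3 libraries, and each library came from at least 2 explants and from 2000 to 5000 sorted cells. The harvest day was taken as PN26, as in the methods. However, a time label of the deposited samples gives PN26 to PN28 in the controls and PN29 to PN31 in the TSA samples. If that label held, age and treatment could not be told apart. cDNA was amplified over 17 PCR cycles and libraries over 11, without molecular identifiers, so that intervals and floors given for counts cover counting error only. The authors sequenced single reads of 75 bp, aligned them to the mouse genome GRCm38 with STAR and counted them per gene with Subread. Total counts in genes were 13650676, 9135389 and 12276489 in control replicates 1 to 3 and 12657328, 12088800 and 12734097 in TSA replicates 1 to 3.
The control libraries held 6838, 8837 and 6690 genes over 1 CPM (counts scaled to a total of 1e6), and the TSA libraries 10795, 9100 and 6974. The Spearman correlation of log2 CPM across genes, which are not independent replicates, was 0.468 to 0.484 between control libraries, 0.487 to 0.662 between TSA libraries and 0.411 to 0.514 between the groups. Genes were kept by the filter of the methods, scaled by TMM and compared with the two-sided quasi-likelihood test of edgeR, with p-values adjusted by Benjamini-Hochberg. The common dispersion was 2.16, a coefficient of variation of 147% between libraries of a group. On simulated counts with the spread of these libraries, this test recovered 20 of 66 genes changed 64-fold, 6 of 67 changed 16-fold and 0 of 67 changed 4-fold, and it called 0 of 9421 unchanged genes. With a dispersion of 0.1 it recovered all of them and called 8 unchanged genes. The other tools run on the simulated spread recovered between 0 (a relabelled Student test like that of the methods) and 30 (DESeq2) of the 66.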

We performed whole transcriptome analysis of flow-sorted *rd1*^*TN-XL*^ cones from retinal explants after seven days in culture (PN19-26). 

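Transcripts of cone phototransduction made up 4.97% ± 1.16 (SD, n = 3) of the counts in control cones and 4.76% ± 1.10 (SD, n = 3) in TSA-treated cones. *Gngt2*, a subunit of the cone transducin, had 15255 ± 3921 CPM in TSA-treated and 23838 ± 6809 in control cones. The cone arrestin *Arr3* had 2339 ± 259 CPM in TSA-treated and 2165 ± 1445 in control cones, and the cone transducin *Gnat2* 1736 ± 516 CPM in TSA-treated and 1585 ± 389.5 in control cones. The cone opsin *Opn1mw* varied within the controls, from 6661 counts in replicate 2 to 89765 in replicate 1. Markers of rods held 2.00% ± 0.377 and 1.44% ± 0.297 of the counts, most of them from *Gngt1*, the rod transducin subunit, with 8144 ± 2270.2 CPM in TSA-treated and 15044 ± 3358 in control cones.
Of the 25 measured cone genes, 11 had a fold change above 0 and 14 below, none at an unadjusted p of 0.05 or less, and camera gave the list an adjusted p of 0.316. *Gngt1* had a log2 fold change of -0.89 (standard error 0.28) and an adjusted p of 0.405 from edgeR. Of 10 measured rod markers, 1 was higher (*Pde6b*) and 1 lower (*Gngt1*) at an unadjusted p of 0.05 or less, and 0 passed when adjusted over the list alone. The exact permutation test of the share of counts, two-sided, gave p = 0.8 for the cone list and p = 0.2 for the rod list, where 3 libraries against 3 cannot go below 0.1.
In TSA replicate 1, markers of Müller glia, the support cells of the retina, held 1.81% of the counts (95% Wilson interval 1.80 to 1.82) and 0.172 to 0.382% in the other 5 libraries. Markers of microglia, the resident macrophages, held 0.327% (0.323 to 0.330) and 0.00838 to 0.0551% in the others. The lipid carrier *Apoe*, strong in both kinds of glia, had 104609 counts there and 1719 to 11050 elsewhere. Markers of bipolar cells held 0.465% of the counts of that library (0.461 to 0.469) and 0.120 to 0.255% of the others.

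**Figure D1:**
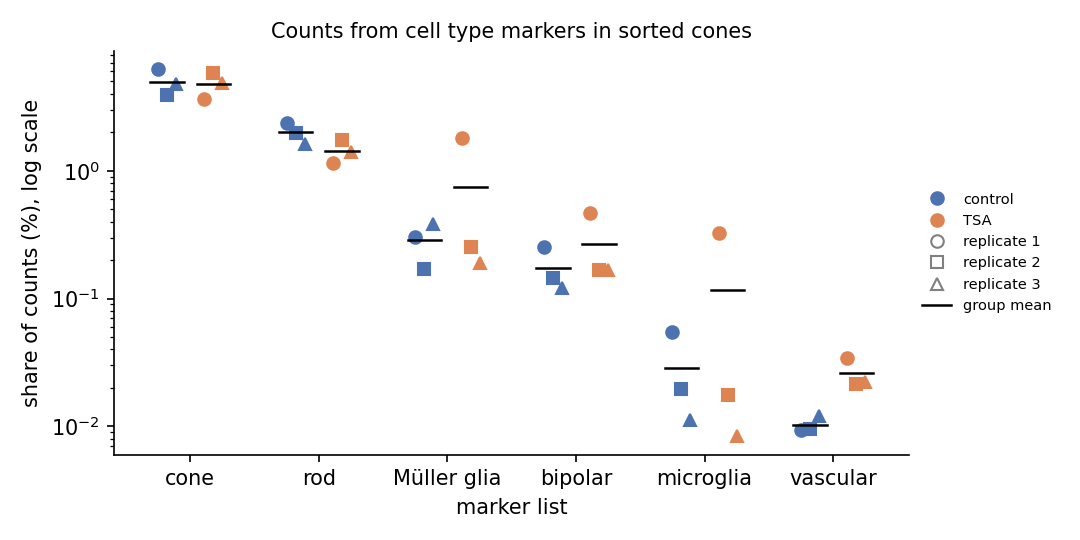
Percent of the counts of each library that fell in fixed lists of marker genes, on a log axis, for the 3 control and the 3 TSA libraries. Müller glia and microglia markers were highest in TSA replicate 1, at 1.81% and 0.327%.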

TN-XL-positive cells represented 95% of FASC-sorted cells, suggesting a highly purified cone population (SI Appendix, Fig. S5). 

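Several genes were read in every TSA-treated library and hardly in any control. *Hscb*, a co-chaperone of iron-sulfur cluster assembly, had 76.4 ± 20.2 CPM (SD, n = 3) in TSA-treated cones and 2 counts over the 3 controls, a ratio of 1216 (336 to 10048) with its 95% counting interval. *Smarcb1*, a core subunit of the SWI/SNF chromatin remodeler, had 67.4 ± 16.1 CPM against 1 count over the controls, a ratio of 2166 (388 to 85600.0). *C1qb*, a complement subunit made by microglia, had 6464, 1393 and 911 counts in TSA replicates 1 to 3 and 0 in every control, at least 2477-fold higher against a floor of 3 counts over the group. In the other direction, the antiapoptotic BCL2 family member *Mcl1* had 45.2 ± 22.6 CPM in control and 0.244 ± 0.278 in TSA-treated cones, a log2 fold change of -7.47 (standard error 1.56). *Rnh1*, the inhibitor of RNases, had 50.7 ± 17.4 CPM in control cones against 1 count over the TSA libraries, a control-to-TSA ratio of 1942 (348 to 76753). *Cyb5b*, an outer mitochondrial membrane cytochrome, was at least 1094-fold lower in TSA-treated cones, where all libraries were at 0.
These genes are among the 10 of smallest p in each direction that averaged at least 10 CPM and whose groups did not overlap. The other genes higher in TSA were *2700097O09Rik*, *Osgepl1*, *Atg5*, *Gstt2*, *Sat2*, *Spryd4* and *Psmc3ip*, and the genes lower included *C2cd3*, *AW822252*, *Vars*, *Cdca3*, *Tmem143* and *Rnf150*. *Sat2*, a polyamine-related acetyltransferase, had 79.8 ± 5.96 CPM in TSA-treated cones against 3 counts over the controls. *Vars*, the valyl-tRNA synthetase, had 22644 of its control counts in replicate 3, with 320 and 48 in the other two. All 20 genes had an adjusted p of 0.405 from edgeR.
Of 9621 genes, 0 were higher and 0 lower at an adjusted p under 0.05 by edgeR, and 772 were higher and 221 lower at an unadjusted p of 0.05 or less, where a share of 0.05 of the genes is 481. Other splits of the 6 libraries into 3 and 3 gave 241 to 1156 genes at that p. They were fitted on the genes that the filter kept under the real grouping, which can favour the real split. On simulated counts with the spread of these libraries, 331 of 9421 unchanged genes reached that p. Of the 772 higher genes, 495 had at most 3 counts over the controls, and of the 221 lower genes, 125 had at most 3 over the TSA libraries. The groups did not overlap for 613 genes above and 357 below, 10.1% of the genes, where chance gives 10% without a filter by group. At an adjusted p under 0.05, DESeq2 called 656 genes higher and 200 lower, limma-voom with quality weights 32 and 5, limma-trend 0 and 0, and the permutation test of the methods on log2 CPM 2 and 0. On simulated counts with the spread of these libraries DESeq2 called 140 of 9421 unchanged genes and limma-voom 12. There DESeq2 recovered 1 of 67 genes changed 4-fold, 17 of 67 changed 16-fold and 30 of 66 changed 64-fold. More of its simulated calls were thus false than true. At an unadjusted p, edgeR gave 312 higher and 273 lower genes without TSA replicate 1, 405 higher without TSA replicate 2, 511 higher without control replicate 3 and 108 lower without control replicate 2. The filter was applied again to the libraries left, so genes high in the group that lost a library passed less easily.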

RNA-seq analysis of differentially expressed genes (DEG) in TSA-treated *vs*. untreated cones revealed 1845 genes with significantly different expression (enrichment of 1163 and reduction in 682 genes), as indicated in the volcano plot (Fig. 6A, Supplementary gene expression dataset). To identify signature trends for activation or inhibition of downstream pathways, we used protein-coding genes with significant differential expression following the TSA treatment (*p* ≤ *0.05*), regardless of their fold change. 

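The protein-coding genes at an unadjusted p of 0.05 or less took in abundant genes as well as genes near the floor. *Hspa5*, which encodes BiP, the main chaperone of the endoplasmic reticulum, had 602 ± 104 CPM (SD, n = 3) in TSA-treated and 159 ± 93.9 in control cones, a log2 fold change of 1.92 (standard error 0.57). *Gmnn*, geminin, which blocks the licensing of DNA replication, had 977, 596 and 692 counts in the TSA libraries and 0, 1 and 0 in the controls. *Fgg*, a fibrinogen chain, had 708, 862 and 0 counts in the controls and 0, 0 and 1 in the TSA libraries.
Of 8009 protein-coding genes tested, 628 were higher and 181 lower in TSA-treated cones at an unadjusted p of 0.05 or less by edgeR, with no adjusted p under 0.405. The other 184 genes at that p belonged to other gene types. The table of comparisons deposited by the authors marks 1845 genes, of which 906 were tested here. The fold change had the same direction in 892 of them, and 403 (332 higher and 71 lower) were also at an unadjusted p of 0.05 or less by edgeR. Both comparisons use the counts of the same libraries, so this overlap is not independent evidence. All 18 genes labelled in the volcano plot (Fig. 6A) had the mean CPM of the direction drawn there. Of these, 12 were tested, 7 were higher and 5 lower at an unadjusted p of 0.05 or less, and 12 passed when adjusted over the list alone, which is not independent evidence as the study chose them on these samples. In 6 of the 18, only 1 library of the higher group had 10 counts or more, as for *Rgs2*, a regulator of G protein signaling, with 6878 counts in TSA replicate 1, and *Mmab*, an enzyme of cobalamin metabolism, with 1258 in control replicate 2.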

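Genes of PI3K-Akt signaling were found on both sides. Of 57 measured genes of a list of this pathway, 4 were higher and 3 lower in TSA-treated cones at an unadjusted p of 0.05 or less. *Ppp2r2a*, a regulatory subunit of the phosphatase PP2A, had a log2 fold change of 6.42 (standard error 1.79), while the survival genes *Mcl1* and *Bcl2l1* were among the 3 lower. Of 67 measured genes of MAPK signaling, 5 were higher and 2 lower. Over all 9621 genes tested, 772 were higher and 221 lower at that p, a share close to that in these lists. *Mknk1*, a kinase of the translation factor eIF4E, had a log2 fold change of 7.96 (standard error 1.79), and *Map4k4*, a kinase upstream of JNK, a log2 fold change of -4.48 (standard error 1.56). Each of these genes had an adjusted p of at least 0.405 from edgeR.
The smaller lists gave between 1 and 3 genes each at that unadjusted p. Of 31 measured regulators of the actin cytoskeleton, 1 was higher, the actin-binding *Pfn1*, with 387 ± 131 CPM in TSA-treated and 126 ± 68.2 in control cones. Of 42 genes of endocytosis, *Sh3gl1*, an endophilin, was higher and *Arrb1*, a beta-arrestin, was lower. Of 24 genes of calcium signaling, 3 were higher: the kinase *Prkcb*, the plasma membrane channel *Orai1* and the ryanodine receptor *Ryr2*. Of 23 genes of cAMP and cGMP signaling, 3 were lower: the phosphodiesterase *Pde5a*, the G protein *Gnai1* and the CREB coactivator *Crtc2*. Of 19 genes of cellular senescence, 1 was higher, *Lmnb1*, the lamin B1 gene, with 23, 0 and 55 counts against 1, 1 and 1.
In each of these lists, 0 genes passed by edgeR when adjusted over all genes and 0 when adjusted over the list alone. Camera gave adjusted p-values of 0.645 for PI3K-Akt, 0.979 for MAPK, 0.818 for actin, 0.891 for endocytosis, 0.966 for calcium, 0.270 for cAMP and cGMP and 0.561 for senescence. The MAPK list had a median log2 fold change of -0.38, a mean of 0.16 and a test pointing up, and the lists of calcium (median -0.03, mean 0.87), endocytosis (0.18 and 0.03) and senescence (0.14 and 0.49) had a test pointing down. The mixed test of fry, which asks whether genes of a list change in either direction and compares them with no other genes, gave 0.000270 for PI3K-Akt, 0.00179 for MAPK and 0.000407 for calcium, against 0.545 for actin, 0.519 for endocytosis, 0.853 for cAMP and cGMP and 0.519 for senescence, as adjusted p-values. Of the 33 lists tested, 9 passed this mixed test. Among them were autophagy, lysosome, oxidative stress, apoptosis and the markers of microglia, so it did not single out PI3K-Akt, MAPK and calcium. On simulated counts the directional test of fry called a list of unchanged genes, and the mixed test was not run there. The lists of these pathways were written from general knowledge and are not the maps of the pathway tool. They hold genes that the study chose on these samples for its heat maps, such as *Mtor*, *Ppp2r5d*, *Mapt* and *Braf*. Their counts and tests are therefore not independent of that choice.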

Top molecular pathways differentially regulated following the TSA treatment included transcriptional changes of around 40 genes belonging to PI3K-Akt and/or MAPK signaling pathways and more than 20 genes regulating cellular senescence, endocytosis, actin cytoskeleton, as well as cAMP and calcium signaling (Fig. 6A, http://www.paintomics.org/?jobID=4CIbSr1eA4).

**Fig. 6:**
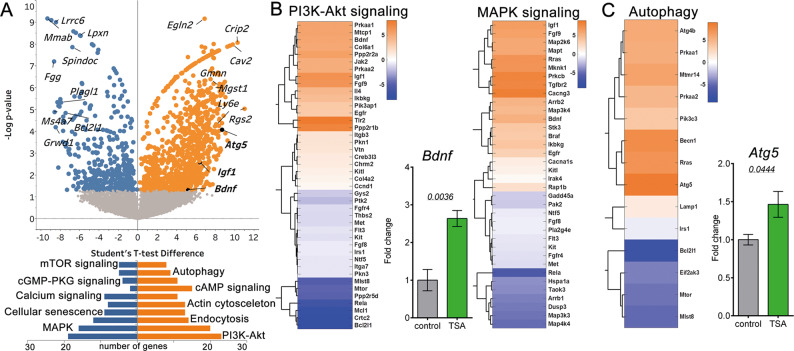
Whole genome transcriptomic analysis of TSA-induced survival of *rd1*^*TN-XL*^ cones. **A** A volcano plot representation of differentially expressed genes as detected by RNA-seq in flow-sorted cones from treated *vs*. untreated PN19-26 *rd1*^*TN-XL*^ (*n* = 3 animals). Orange and blue dots: significantly enriched and perturbed genes, respectively, in TSA-treated cones (FDR-based, Student’s *t* test of mean difference). PaintOmics analysis was used to identify differentially regulated pathways in TSA-protected cones. **B**, **C** Heat maps with hierarchical clustering of differentially expressed genes within PI3k-Akt, MAPK, and autophagy pathways. Genes showing Student’s *t* test difference between TSA and control, with *p* ≤ 0.05 were selected. Bar graphs: qRT-PCR validation of differential expression of *Bdnf* (**B**) and *Atg5* (**C**) in FACS-sorted cones. Fold changes are relative to controls. Data are shown as mean ± SEM (*n* = 4 animals). Numerical *p* values by Mann–Whitney nonparametric test.

The heatmap representation of the genes showing differential expression within the PI3K-Akt cascade (mmu04151) demonstrated the enrichment of about half of the genes in the TSA-treated cones (23/42 genes) (Fig. 6B). Similarly, 20 out of 36 genes were enriched within the MAPK cascade (mmu04010). 

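Among the 42 genes labelled in the PI3K-Akt heat map, 21 had a higher mean CPM in TSA-treated cones and 21 a lower one. *Mtcp1*, a coactivator of Akt, had 43, 197 and 217 counts in the TSA libraries and 2, 3 and 1 in the controls. *Vtn*, an extracellular matrix protein that binds integrins, had 230.2 ± 30.2 CPM (SD, n = 3) in TSA-treated and 90.3 ± 33.3 in control cones. *Mtor*, the kinase of the mTOR complexes, had 101, 143 and 0 counts in the controls and 10, 3 and 2 in the TSA libraries, and *Ppp2r5d*, another subunit of PP2A, 114, 244 and 588 against 1, 21 and 17.
By edgeR, 18 of the 42 genes were tested, 6 were higher and 4 lower at an unadjusted p of 0.05 or less, and 0 passed when adjusted over the list alone, a list that the study chose on these samples and that is not independent evidence. The growth factor receptor genes *Met*, *Kit* and *Flt3* were among 17 genes with at most 9 counts in every library. Of the rest, 6 had 10 counts or more in only 1 library of the higher group, such as *Tlr2*, an innate immune receptor, with 466 counts in TSA replicate 1, *Ppp2r1b* with 444 in TSA replicate 2 and *Rela*, a subunit of NF-κB, with 780 in control replicate 2.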

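In the MAPK heat map, 20 of the 36 labelled genes had a higher mean CPM in TSA-treated cones and 16 a lower one. *Prkcb*, a protein kinase C, had 45.7 ± 14.3 CPM (SD, n = 3) in TSA-treated cones and 1 count over the controls, a ratio of 1468 (263 to 58015) with its 95% counting interval. *Mapt*, the microtubule protein tau, had 214, 121 and 113 counts in the TSA libraries and 2, 0 and 1 in the controls, a ratio of 127 (43.0 to 616). The kinase *Braf* had 798, 509 and 156 counts against 26, 11 and 109. On the other side, the stress gene *Gadd45a* had 32.3 ± 16.8 CPM in TSA-treated and 109 ± 23.9 in control cones, and the kinase *Pak2* 203, 397 and 124 counts in the TSA libraries against 734, 826 and 617.
Of the 36 genes, 20 were tested by edgeR, and 7 were higher and 3 lower at an unadjusted p of 0.05 or less. The adjusted p from edgeR was 0.405 for *Prkcb* and *Mapt*, 0.759 for *Braf*, 0.769 for *Gadd45a* and 0.903 for *Pak2*. Adjusted over the list alone, 4 passed, which is not independent evidence as the study chose the list on these samples. At most 9 counts in every library were found for 9 of the genes. In 8 others only 1 library of the higher group had 10 counts or more, such as *Cacng3*, a calcium channel subunit, and the GTPase *Rras* with 1060 and 379 counts in TSA replicate 1, and the TGF-beta receptor *Tgfbr2* with 634 in TSA replicate 3.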

Among highly abundant transcripts were the brain-derived neurotrophic factor (*Bdnf*), and the insulin-like growth factor 1 (*Igf1*), growth factors regulating MAPK and PI3K-Akt pathways. 

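*Bdnf* lies on chromosome 2 of GRCm38 from 109674700 to 109727007 and had 641, 14 and 760 counts in TSA replicates 1 to 3 and 0, 4 and 4 in control replicates 1 to 3. Its mean was 38.2 ± 34.2 CPM (SD, n = 3) in TSA-treated and 0.246 ± 0.214 in control cones, a log2 fold change of 7.22 (standard error 2.02). *Igf1* lies on chromosome 10 from 87858265 to 87937042 and had 528, 382 and 1383 counts in the TSA libraries and 6, 17 and 2 in the controls. Its mean was 63.6 ± 52.7 CPM in TSA-treated and 0.784 ± 0.746 in control cones, a log2 fold change of 6.33 (standard error 1.47). Both growth factors were higher in every TSA library than in every control, and the TSA libraries spread widely, from 14 to 760 counts in *Bdnf*.
The adjusted p from edgeR was 0.405 for both genes, and DESeq2 gave 0.00177 for *Bdnf* and 3.61e-05 for *Igf1*. Over limma-voom, limma-trend, the permutation test of the methods and the fit with replicate number as a block, it was 0.377 to 0.999 for *Bdnf* and 0.171 to 0.774 for *Igf1*. The paper states that these growth factors regulate both pathways, asks with an inhibitor of each pathway whether it mediates the survival of TSA-treated cones (Fig. 7), and proposes a possible contribution of more transcription of neurotrophic factors such as *Bdnf*.

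**Figure D2:**
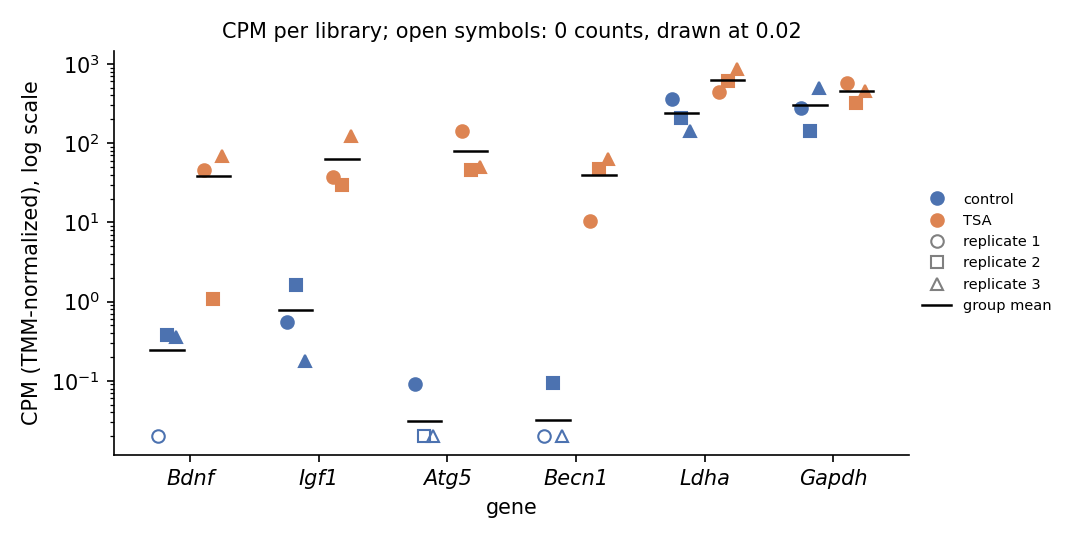
CPM of *Bdnf*, *Igf1*, *Atg5*, *Becn1*, *Ldha* and *Gapdh* in each control and TSA library, on a log axis, with open symbols for libraries at 0 counts, drawn at 0.02. *Bdnf*, *Igf1*, *Atg5*, *Becn1* and *Ldha* had every TSA library above every control, and *Gapdh* did not.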

A significantly increased *Bdnf* expression in the TSA-treated cones sorted from independent samples was confirmed by quantitative PCR (qRT-PCR), while a tendency towards increased expression was observed for *Igf1* (Figs. 6B, S6). To determine if the survival of the TSA-treated cones was mediated *via* PI3K-Akt and/or MAPK pathways, we assessed cone survival in the *rd1*^*TN-XL*^ explants following the combined treatment with TSA and well-established inhibitors of PI3K-Akt and MAPK pathways, LY294002 and U0126, respectively. U0126 blocks MAPK signaling by inhibiting MEK1/2 [39], while LY294002 inhibits both the PI3K-Akt pathway and autophagosome formation [40, 41]. To avoid potential cytotoxic effects of prolonged treatment with PI3K-Akt and MAPK inhibitors, we assessed cone survival in *rd1*^*TN-XL*^ explants after one week in culture, but with inhibitors present only during the first 2 days. Interestingly, the TSA treatment of only 2 days afforded the same extent of cone protection as the 7 days treatment. Whereas LY204002 or U0126 had no effect on cone survival in control retinas, both inhibitors significantly decreased TSA-induced cone survival (Fig. 7A, B).

**Fig. 7:**
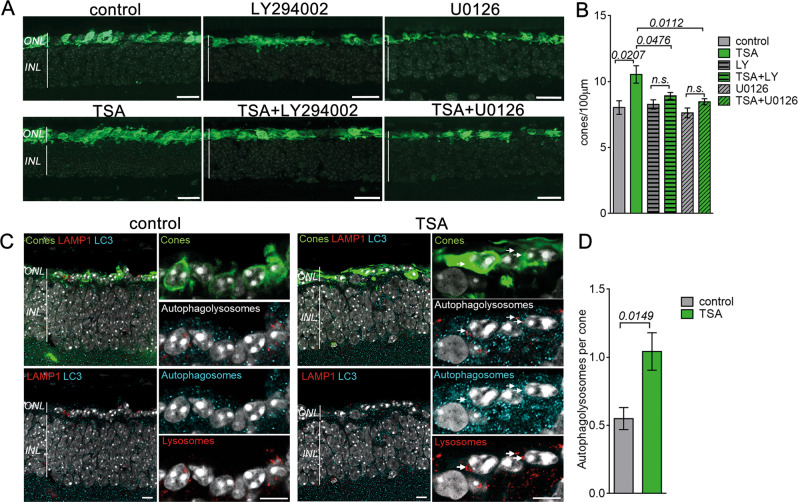
TSA-induced cone survival is modulated by PI3K-Akt, MAPK, and autophagy. **A** Retinal cross-sections of control (top) or TSA-treated (bottom) *rd1*^*TN-XL*^ retinas at PN26 incubated from PN19-PN21 with LY294002 or U0126. TN-XL cones appear green. **B** Quantification of cones in the ex vivo retinas at PN26. **C** Representative images from a single confocal plane on one retinal cross-section from an *rd1*^*TN-XL*^ mouse at PN26, sham- or TSA-injected at PN19, with TN-XL cones (green), autophagosomes (cyan, LC3B antibody), and lysosomes (red, LAMP1 antibody). The colocalization of autophagosomes and lysosomes is marked with arrows. **D** Quantification of the number of colocalized LC3-LAMP1 (autophagolysosomes) puncta per cone in the ONL. Data are shown as mean ± SEM based on 6–10 positions within retina, *n* = 6–8 animals in **B**; *n* = 3 animals in **D**. Numerical *p* values by Mann–Whitney nonparametric test. Scale bars in **A** 20 μm, in **C** 10 μm. ONL outer nuclear layer, INL inner nuclear layer.

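Genes of the autophagy machinery were more often above than below the controls in fold change. *Atg5*, needed for LC3 lipidation, lies on chromosome 10 of GRCm38 from 44268358 to 44364291 and had 2008, 605 and 563 counts in the TSA libraries and 1, 0 and 0 in the controls, a ratio of 2692 (483 to 106356) with its 95% counting interval. *Becn1*, of the complex that starts the autophagosome, lies on chromosome 11 from 101285952 to 101302286 and had 148, 620 and 694 counts against 0, 1 and 0, a ratio of 1239 (222 to 48976). The phosphatase *Mtmr14* had a log2 fold change of 7.52 (standard error 1.90), and the LC3 protease *Atg4b* a log2 fold change of 7.33 (standard error 2.01). *Lamp1*, a lysosomal membrane protein, had 226 ± 51.8 CPM (SD, n = 3) in TSA-treated and 97.2 ± 19.3 in control cones (edgeR adjusted p = 0.697).
Of 47 measured genes of a list of the autophagy core, 37 had a fold change above 0 and 10 below, with a median log2 fold change of 0.67. At an unadjusted p of 0.05 or less, 5 were higher (among them *Atg5*, *Becn1*, *Mtmr14* and *Atg4b*) and none lower. Over all 9621 genes tested, 772 were higher and 221 lower at that p. The list holds genes that the study also named from these samples, such as *Atg5* and *Becn1*, so it is not independent of that choice. By edgeR, 0 of the 47 passed when adjusted over all genes and 0 when adjusted over the list alone, and the adjusted p of *Atg5* and of *Becn1* was 0.405, against 1.57e-08 and 1.30e-06 by DESeq2, 0.0523 and 0.0703 by limma-voom, 0.168 and 0.168 by limma-trend and 0.759 and 0.759 with the replicate number as a block. As a group the list was higher by camera with a preset correlation (adjusted p = 0.0291), but adjusted p = 0.956 with an estimated correlation and 0.245 by fry. On simulated counts, camera with an estimated correlation missed a raised list (p = 0.0663), so its value here does not show that the list is unchanged. The call was also lost without control replicate 1 (adjusted p = 0.229), control replicate 3 (0.300) or TSA replicate 2 (0.216). With the number of genes over 1 CPM as a covariate, 0 lists were called, so it was lost there too.
Of the 14 genes labelled in the autophagy heat map, 9 had a higher mean CPM in TSA-treated cones and 5 a lower one, among the latter the stress kinase *Eif2ak3* with 546, 1790 and 113 counts in the controls and 27, 0 and 0 in the TSA libraries. By edgeR, 10 were tested, 4 were higher and 2 lower at an unadjusted p of 0.05 or less, and 3 passed when adjusted over the list alone, which is not independent evidence as the study chose the list on these samples.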

Pathway analysis also showed significant upregulation of 9/14 genes related to autophagy (mmu04140), an additional pro-survival mechanism (Fig. 6C) [42, 43]. Significant upregulation of the autophagy-related-5 gene (*Atg5*) in surviving cones was confirmed by qRT-PCR (Figs. 6C, S6). We also assessed the formation of autophagolysosomes in surviving cones by quantifying the colocalized puncta between an autophagosome marker, the microtubule-associated proteins 1A/1B light chain 3B (LC3B), and lysosome-associated membrane protein 1 (LAMP1) in control and treated *rd1*^*TN-XL*^ cones. LC3-LAMP1 staining of retinal cross-sections from PN19-26 in vivo TSA-treated mice showed an overall increase in both LC3- and LAMP1-positive vesicles, as well in colocalizing puncta within the cones in comparison to sham-treated retinas (Fig. 7C, D). Similarly, increased LC3-LAMP1 colocalization in cones was also detected in ex vivo treated *rd1*^*TN-XL*^ explants (Fig. S7).

Finally, to identify similar molecular signatures to the expression pattern obtained in this study, we submitted our data to the Library of Integrated Network-Based Cellular Signatures project (LINCS) (Fig. S8) [44]. The analysis matched our data to gene expression profiles of TSA and vorinostat treatments on human cell lines deposited in the LINCS platform. Of note, vorinostat is a clinically approved pan-HDAC inhibitor from the same class as TSA. This suggests a possibility for repurposing “off the shelf” HDAC-inhibiting drugs for the treatment of RP.

## Discussion

Cone photoreceptors are indispensable for human vision in daylight, and their loss has devastating effects on daily tasks and life quality [45]. Here, we show that cones have an innate ability for survival even in the total absence of rods, which can be induced by HDAC-driven transcriptional changes. At the same time, HDAC inhibition may affect other cells in the retina, which could support cone survival in the absence of rods [46, 47]. A single intravitreal injection of HDAC inhibitor fully protected cones for one week and significantly slowed down cone loss up to 90 days even when all rods had already degenerated. Interestingly, the *rd1*^*TN-XL*^ cone loss followed exponential kinetics, as suggested for other forms of neurodegeneration [48]. The observed exponential cone loss in the *rd1*^*TN-XL*^ retina excludes the possibility of the cumulative damage caused by the loss of rods and suggests that secondary dying cones can be rescued at any time, although with the disease progression, fewer cells will be amenable for rescue. Therefore, a treatment even at late stages of the disease is likely to be beneficial [48]. Indeed, our data on HDAC-induced cone protection at different stages of *rd1*^*TN-XL*^ cone loss (PN19 and PN21) confirm this and is furthermore in line with other observations indicating that the window-of-opportunity for the treatment of retinal dystrophies is much broader than it is currently considered [2, 49].

Preserving retinal function in the absence of rods is the ultimate goal of neuroprotective therapies for late-stage RP. Recent studies suggest that therapies specifically targeting cones at stages where most of the rods are still present could preserve visual function in RP mouse models [3, 10]. Here we have demonstrated an intact cone-driven retinal circuitry in the TSA-treated *rd1*^*TN-XL*^ retinal explants, even in the absence of rods, by recording cone-mediated light-induced responses from large populations of individual RGCs. Unfortunately, the low cone number and the impaired morphology of the remaining cones, at the stages where rods have already fully degenerated, is a major obstacle in assessing visual improvements by standard functional tests like ERG [50]. While we did not detect changes in ERG-wave amplitudes in *rd1*^*TN-XL*^ mice treated at such late stages of degeneration, a modest improvement of ERG recordings was detected in *rd10* mice following the treatment. Notably, despite ERG amplitudes remaining lower than in wild-type mice, the significant improvement in visually-driven behavior suggests that the potential benefits for the daily tasks of RP patients may be achievable even at the late stages of the disease [51]. It is very challenging to assess the effectiveness of vision therapy, even in patients. For example, no improvements in ERG recordings were reported in patients following RPE65 gene augmentation therapy, although the useful vision was significantly increased in some patients [52]. Even in the patient who showed a dramatic improvement in the obstacle-path mobility test, *i.e*., functional vision, the ERG did not differ significantly from baseline. Therefore, it is expected that even a minor but significant improvement in visual function by the ERG should be positively correlated with treatment outcome.

For the treatment of retinal diseases, intravitreal injections are the preferred route of administration, as larger volumes of a drug can be applied, and the risk of retinal damage is reduced. However, due to an extensive retinal circulation and the brain-retinal-barrier’s permeability for low molecular weight compounds, intravitreally injected TSA is cleared from the mouse eye in less than 2 h [14]. Still, a single injection led to a long-lasting cone survival, suggesting the possibility of epigenetically induced pro-survival mechanisms that could counteract environmental insults caused by the absence of rods. While HDAC inhibition induces changes in gene expression within minutes [17], the effects of transcriptional regulation can persist for months [53].

In advanced RP, cones are exposed to high oxidative stress and inflammation [3, 4, 54] that elicit a broad range of responses, from proliferation to cell death [55]. Our RNA-seq data suggested changes in major pathways involved in regulating the cellular response to oxidative stress, the mitogen-activated protein kinases (MAPK), and phosphoinositide 3-kinase activated protein kinase (PI3K-Akt) pathways. 

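*Prdx4*, a peroxiredoxin of the endoplasmic reticulum, had 242, 366 and 634 counts in the TSA libraries and 1, 0 and 0 in the controls, a ratio of 1053 (189 to 41611) with its 95% counting interval. *Hmox1*, the heme oxygenase induced by oxidative stress, had 393, 156 and 1 counts against 0, 0 and 1, and *Mgst1*, a microsomal glutathione transferase, 1211, 0 and 686 against 1, 0 and 0. These 3 were the genes at an unadjusted p of 0.05 or less by edgeR, all higher in TSA-treated cones, of 28 measured in a list of this defence. At that p, 772 of all 9621 genes tested were higher and 221 lower.
In the list 14 genes had a fold change above 0 and 14 below. By edgeR 0 passed when adjusted over all genes, with an adjusted p of 0.405 for *Prdx4* against 6.15e-07 by DESeq2 and 0.0523 to 0.759 over the other tools and the replicate block, and 0 passed when adjusted over the list alone. Camera gave the list an adjusted p of 0.966.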

While previous studies linked the neuroprotective effect of docosahexaenoic acid [56] and leukemia inhibitory factor to MAPK pathway activation in rod photoreceptors [57], our study highlights the role of MAPK signaling in the prevention of secondary cone degeneration. TSA-induced cone survival was significantly reduced by U0126, linking cone survival in secondary cone degeneration to the ERK pathway [39]. A similar reduction in cone survival was also observed when PI3K signaling was inhibited by LY294002, highlighting the importance of the PI3K-Akt pathway also in cone photoreceptor survival [58]. While more specific studies are necessary to precisely address the protective role of MAPK and PI3K-Akt activation in secondary dying cones, these results not only validate our RNA-seq data but also suggest that HDAC inhibition may lead to the expression of neurotrophic factors that mediate neuroprotection *via* activation of these pathways [59, 60]. Indeed, our data suggest that an increase in transcription of neurotrophic factors, such as *Bdnf*, may contribute to cone survival. 

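At an unadjusted p of 0.05 or less by edgeR, 772 of all 9621 genes tested were higher in TSA-treated cones and 221 lower. Of 16 measured neurotrophic factors and receptors, 3 factors were higher at that p and none was lower. Besides *Bdnf* and *Igf1*, this was *Igf2*, a second insulin-like growth factor, with 285, 18 and 6 counts in TSA replicates 1 to 3 and 2, 0 and 3 in control replicates 1 to 3. *Manf*, a neurotrophic factor of the endoplasmic reticulum, had 211 ± 32.2 CPM (SD, n = 3) in TSA-treated and 442 ± 231 in control cones (edgeR adjusted p = 0.672).
The fold change was above 0 in 8 of the 16 genes and below in 8, the list had an adjusted p of 0.966 by camera, and 0 of its genes passed by edgeR, both over all genes and adjusted over the list alone. Most of the counts of *Igf2* came from TSA replicate 1, the library with the most counts of glial markers.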

Although BDNF-induced neuroprotective effects on light- or mutation-induced photoreceptor degeneration was recognized as early as 1992 by LaVail et al. [61], our study indicates a direct upregulation of *Bdnf* transcription in the cones protected from secondary degeneration.

Cone starvation has also been recognized as one of the main contributors to secondary cone death in RP [1, 10, 62]. Autophagy is the primary cellular mechanism for self-nourishment and recycling of metabolites to supplement macromolecules and energy under severe starvation [42]. The beneficial role of autophagy is demonstrated for the clearance of misfolded proteins in mutation-affected photoreceptors or dysfunctional RPE in age-related macular degeneration (AMD) [43, 63]. Nevertheless, in secondary cone degeneration, it remained unclear whether increased autophagy is beneficial or not [1, 64]. The observed upregulation of *Atg5* transcription and an increased number of autophagolysosomes in TSA-treated cones are in line with the previously reported effects of HDAC inhibition on autophagy induction [65] and highlight autophagy as a protective mechanism in secondary cone degeneration.

In our study, a single intravitreal TSA injection afforded a prolonged delay in cone cell death. Nevertheless, degeneration proceeded, albeit with slowed kinetics. This could stem from rapid TSA degradation and/or possible off-target effects. TSA is one of the most well-studied hydroxamate HDAC inhibitors, reversibly inhibiting class I and II HDACs [66]. Low nanomolar doses of TSA efficiently inhibit HDAC in tumor and non-tumor cells [67], but as TSA undergoes rapid metabolic degradation [68], systemic treatments require repeated administration [67]. Translating our approach into a clinical application may benefit from the development of drug delivery systems that enable a sustained, long-term release of an HDAC inhibitor [69]. Alternatively, as a single intravitreal injection could prevent cone degeneration for one week in mice with extremely fast photoreceptor loss, monthly injections could have similar effects in patients where the loss of cones spans over decades [70]. Future studies may also address the development of more specific and effective HDAC inhibitors that may act longer on ocular tissue. Specifically, other drugs belonging to the group of hydroxamic acids, such as vorinostat, belinostat, and panobinostat, might be of interest as we show that clinically approved panobinostat protected cone photoreceptor ex vivo to a similar extent as TSA. LINCS analysis indicated that also vorinostat may be repurposed for RP treatment. Notably, the clinical data already available [71] would greatly facilitate the repurposing for RP treatment, while the side-effect profile associated with systemic application in cancer therapy would likely be of lesser concern if these drugs were used only locally in the eye.

Our previous studies showed HDAC overactivation at the peak of photoreceptor loss in ten rodent models for retinal dystrophies [15, 35]. Aberrant HDAC activity was detected in photoreceptors regardless of whether underlying mutations affect the phototransduction cascade (*rd1*, *rd10*, *Rho* KO, S334ter, P23H, *Cngb1* KO, *Cnga3* KO, *cpfl1*), the photoreceptor outer segment structure (*rd2*) or the visual cycle (*Rpe65* KO). This suggests that increased HDAC activity may contribute to the mutation-related photoreceptor cell death caused by cGMP accumulation [69], endoplasmic reticulum stress [72, 73], or microglia activation [74]. Importantly, HDAC inhibition is also extensively discussed as a therapeutic option for other diseases such as cancer [75], Alzheimer’s disease [76], or Duchenne muscular dystrophy [77]. Consequently, in the view of the use of HDAC inhibition for the treatment of various diseases, and our previous data linking HDAC overactivation to rod loss in different mouse models of RP, this study highlights HDACs as a common denominator of both mutation-induced rod cell death and secondary cone degeneration and provides a unique therapeutic option for the treatment of RP regardless of the stage of degeneration.

Finally, detrimental environmental conditions inducing cone loss at the late stages of RP share essential similarities with AMD, the leading cause of blindness in the industrialized world [78]. Although RPE cells are considered the primary target for AMD pathology, loss of cone photoreceptors in the macular region in AMD patients characterizes the final stages of the disease [79]. Since RPE dysfunction in AMD may expose cones to a milieu similar to the one in late-stage RP, HDAC inhibition holds significant promise also for the treatment of more common forms of retinal degeneration.

## Supplementary information

Supporting info

Figure S1.

Figure S2.

Figure S3.

Figure S4.

Figure S5.

Figure S6.

Figure S7.

Figure S8.

Supplementary Table 1.

## Data Availability

All analyzed datasets are included in the manuscript and SI Appendix.

# Supplementary material for: HDAC inhibition ameliorates cone survival in retinitis pigmentosa mice
**Source:** Cell Death Differ. 2020 Nov 6;28(4):1317–32. doi: 10.1038/s41418-020-00653-3
**Supplement:** Supplementary file 1 — Supporting info

**Supplementary information for**

HDAC inhibition ameliorates cone survival in retinitis pigmentosa mice

Marijana Samardzija, Andrea Corna, Raquel Gomez-Sintes, Mohamed Ali Jarboui, Angela Armento, Jerome E. Roger, Eleni Petridou, Wadood Haq, Francois Paquet-Durand, Eberhart Zrenner, Pedro de la Villa, Günther Zeck, Christian Grimm, Patricia Boya, Marius Ueffing and Dragana Trifunović

Dragana Trifunović

Figure S1. Quantification of cone photoreceptors. (A) Representative image of a PN30 flat-mount *rd1^TN-XL^* retina, with TN-XL biosensor labeling cone cell bodies, segments, and axons. In the *rd1^TN-XL^* retina at PN30 most rods have degenerated, leading to almost horizontal positioning of remaining cone photoreceptors due to the lack of structural support from rods. (B) An example of a retinal cross-section from an *rd1^TN-XL^* mouse at the same age. DAPI (grey) facilitated the distinction of cell bodies (filled arrows) from segments marked with arrows. Only cone cell bodies with clearly visible nuclei were counted. (C) To account for center to periphery gradient of cone loss present in the *rd1^TN-XL^* retina, cones were quantified, per 100 µm of ONL length, at two positions in the central retina (ventral and dorsal, corresponding to -10° and 10° of eccentricity from the ON, respectively) and around -80° and 80° covering far periphery. (D) Spider diagrams showing the number of cones at indicated positions in the retina following TSA or sham treatment at P19 and analyzed as indicated. PN26 (n=5 mice), PN30 (n=7), PN37 (n=5), PN45 (n=9), PN60 (n=8) and PN90 (n=6). Statistical significance for each time point was assessed using two-way ANOVA, with * *p < 0.05*, ** *p < 0.01*, *** *p < 0.001, p < 0.0001*. Scale bars: 50 µm. ON, optic nerve.

**Figure S2.** **Expression of TN-XL biosensor in cone photoreceptors.** Cross-sections of sham-injected (A; control) and TSA-treated (B) *rd1^TN-XL^* retinas immunostained for cone arrestin (CAR) at PN26, 30, 37, 45, 60, and 90. Scale bars: 20 µm. **Figure S3.** ***TSA slows down rd1^TN-XL^ cone cells death in vivo.*** The Hedges' *g* for comparisons of the cone survival ratio (PN30-90) against the PN26 ratio are shown in the Cumming estimation plot. The raw data are plotted on the upper axes. On the lower axes, the mean differences are plotted as bootstrap sampling distributions. Each mean difference is represented as a dot. Each 95% confidence interval (CI) is indicated by the ends of the vertical error bars. The effect sizes and CIs are reported below as effect size [CI width lower bound, upper bound, *p* value of the two-sided permutation t-test]. The unpaired Hedges' *g* between PN26 and PN30 is -0.346 [95.0%CI -1.53, 0.917, *p=0.51*]; PN26 and PN37: 0.442 [95.0%CI -0.909, 2.05, *p=0.464*]; PN26 and PN45: 0.358 [95.0%CI -1.2, 1.4, *p=0.511*]; PN26 and PN60: 0.754 [95.0%CI -0.482, 1.79, *p=0.184*]; PN26 and PN90: 1.41 [95.0%CI 0.624, 2.69, **p=0.039*].

**Figure S4.** **Panobinostat protects *rd1^TN-XL^* cones *ex vivo*.** Retinal explants of *rd1^TN-XL^* mice isolated at PN19 were treated with a clinically approved HDAC inhibitor, Panobinostat, for 7 days. (A) Representative images of retinal cross-sections used to determine cone numbers (B). As compared to controls, more cones were detected in Panobinostat-treated mice (5.23 ± 0.69 *vs*. 7.8 ± 1.35, respectively). n=4 mice, *p=0.0268,* unpaired, two-tailed t-test. ONL, outer nuclear layer; INL, inner nuclear layer; GCL, ganglion cell layer. Scale bars: 50 µm.

**Figure S5.** **Flow cytometry sorting of TN-XL labeled cone photoreceptors.** (A) FACS plots for a control *rd1^TN-XL^* PN19-26 retinal explant. TN-XL positive cone photoreceptors were gated for: singlets forward scatter (FSC-A *vs.* FSC-H) / singlets side scatter (SSC-A *vs.* SSC-H) / viable cells (FSC-A *vs.* SSC-A) / TN-XL cells (FSC-A *vs*. TN-XL-A, magenta). (B) Plots from a TSA-treated explant. Percentages of fluorescently labeled cones are highlighted in green. (C) The purity of sorted TN-XL positive cells was determined by performing post-sort FACS analysis on a resorted control and treated (D) sample.

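Quantitative RT-PCR measures single transcripts from amplification curves, here in cones sorted from other explants than those sequenced. The genes stand for the pathways named from the RNA-seq data. *Igf1* and *Fgf9* encode growth factors and *Trkβ*, with the gene symbol *Ntrk2*, the receptor of BDNF. *Beclin1* (*Becn1*) acts at the start of the autophagosome, and *Ldha* encodes the lactate dehydrogenase subunit at the end of glycolysis. A fold change above that of the control bar stands for more transcript in TSA-treated cones.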

**Figure S6.** **Validation of differentially expressed genes following the TSA treatment.** qRT-PCR validation of the differential expression of selected genes within the MAPK/PI3K-Akt pathway (*Igf1*, *Fgf9,* and *Trkβ*), autophagy (*Beclin1*), and glycolysis/mTOR (*Ldha*) pathways in FACS-sorted cones. Fold changes are shown relative to corresponding controls. Data are shown as mean ± SEM (n = 4 animals). Mann-Whitney nonparametric test was used to assess the statistical difference. *n.s*.- non-significant.

**Figure S7. Autophagy after HDAC inhibition *ex vivo*.** (A) Representative images of a single confocal plane of retinal cross-sections from the *rd1^TN-XL^* retina explanted at PN19 and treated *ex vivo* for 7 days with control or TSA-medium. Arrows label colocalization between autophagosomes stained with LC3 in cyan and lysosomes labeled with LAMP1 in red. (B) Quantification of the number of colocalized puncta per cone in 4 sections obtained from 2 animals per condition. Data are shown as mean ± SEM. Numerical p-values by Mann-Whitney nonparametric test. Scale bar 10 μm. ONL, outer nuclear layer; INL, inner nuclear layer.

**Figure S8.** **LINCS** **Query.** The web-based tool used for identification of small molecules mimicking and reversing the gene expression changes in TSA-protected cones confirmed the specificity of the observed changes to HDAC inhibitors, trichostatin A (TSA) and vorinostat.

# Supplementary material for: HDAC inhibition ameliorates cone survival in retinitis pigmentosa mice
**Source:** Cell Death Differ. 2020 Nov 6;28(4):1317–32. doi: 10.1038/s41418-020-00653-3
**Supplement:** Supplementary file 10 — Supplementary Table 1.

Table S1. **Primers used for qRT-PCR analysis.**

| **Gene** | **Forward primer (5’-3’)** | **Reverse primer (5’-3’)** |
| --- | --- | --- |
| *Bdnf* | TTCGGCCCAACGAAGAAA | TCCTCCAGCAGAAAGAGTAGA |
| *Atg5* | CAAGCCAAGGAGGAGAAGATT | TGCATTTCACGAGAAGAGGAG |
| *Gapdh* | GGAGAAACCTGCCAAGTATGA | TCCTCAGTGTAGCCCAAGA |
| *Igf1* | TCCAGTTGCTCTAAGTTTCTCTC | CGTGGGAAGAGGTGAAGATAAG |
| *Fgf9* | ATCAGGTTCAGTTCCTGCTTTA | CGAGAGAGTGGTTTGGCTATC |
| *Beclin1* | CAGGAACTCACAGCTCCATTAC | CCATCCTGGCGAGTTTCAATA |
| *Trkß* | GGAGCATTCCATTCCAGGTT | CTCTCTTCTCCCTCTCCTTTCT |
| *Ldha* | AGGCTCCCCAGAACAAGATT | GTCAACAAGGGCAAGCTCAT |

How the deposited data were processed for this re-analysis (not part of the article)

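Cones expressing the calcium sensor TN-XL were sorted from *rd1* TN-XL retinal explants cultured for 7 days with 10 nM TSA or with DMSO as the control, and RNA-seq was performed on 3 libraries of each group. Samples were grouped by treatment, as in the titles and treatment labels of the samples and in the methods. The authors trimmed the reads, aligned them to GRCm38 with STAR 2.5.4a and counted them per gene with Subread 1.6.0, and their processing notes name edgeR 3.22.3 for normalization. The deposited count table holds whole raw counts for 46078 genes. A second deposited table holds, for 14407 genes, values that the authors made before deposit with their two-sided test: the difference between the group means of log2 normalized values, the test statistic, which is a score, and the p-value as -log10 p. Its column named as log2 fold change, as deposited, holds the log2 of a log2 value (14407 of 14407 genes within 0.01) and was not used as a fold change.

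From the raw counts, genes with more than 1 CPM in at least 2 libraries of at least 1 group were kept (9621 genes). Counts were scaled by TMM and compared by treatment with the two-sided quasi-likelihood test of edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3, with Benjamini-Hochberg adjustment over all genes tested, and genes at an adjusted p under 0.05 were called. Log2 fold changes come from this fit, with the default prior count of edgeR, and their standard errors from its coefficients. CPM of single genes are counts scaled to 1e6 by the TMM-adjusted total of a library, given as mean ± SD, while the filters and the numbers of genes over 1 CPM use the total itself. For a gene at 0 in every library of a group the fold is a lower bound against a floor of 3 counts over the group. With 1 to 3 counts, the ratio of the pooled counts per TMM-adjusted total is given with its exact 95% binomial interval. Shares of counts in single libraries have 95% Wilson intervals. These cover counting error only, as PCR copies are not told apart. The totals of 9135389 to 13650676 counts put 1 CPM at about the level of the 10-count minimum used to describe single genes.

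The text names the genes of the paper's text and qRT-PCR, the genes labelled in Fig. 6A to C, the 10 genes of smallest p in each direction among those with a mean of at least 10 CPM and groups that do not overlap, up to 4 genes of smallest p from each list, and the Hdac and cone genes. This rule, the lists, the tests and most alternatives were set before the data were examined. The lists numbered 35, of which 33 had enough measured genes for a test (696 distinct genes): cone genes, markers of rods, Müller glia, bipolar, amacrine, horizontal and ganglion cells, microglia, pigment epithelium, vessels and erythrocytes, PI3K-Akt, MAPK, autophagy, mTOR, lysosome, neurotrophic factors, histone deacetylases and sirtuins, genes often induced by HDAC inhibitors, histones, apoptosis, oxidative stress, the unfolded protein response, heat shock, immediate early genes, glycolysis, oxidative phosphorylation, mitochondrial transcripts, ribosomal proteins, calcium, cAMP and cGMP, actin, endocytosis, senescence and synapse. Each list was tested by camera (limma 3.58.1) on log2 CPM (prior count 2) with a preset correlation of 0.01, adjusted over the lists, with camera at an estimated correlation and fry beside it. The mixed test of fry, for change in either direction, was under an adjusted p of 0.05 for 9 lists. Marker shares were compared with two-sided exact permutation tests, where 3 libraries against 3 cannot give a p below 0.1. Heat-map genes were read from the figures. Several lists hold genes that the study labelled or named on these samples, so their counts and tests are not independent of its choice.

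The procedure was tested on simulated counts with 200 changed genes, once with a dispersion of 0.1 and once with the dispersion of these libraries. Trial fits of the deposited counts had been run before that test was written. In a simulated list of 40 unchanged genes at a dispersion of the second kind, fry made a false call (0.0166) and camera did not (0.372). In a list of 40 genes with 20 raised 16-fold, camera with the preset correlation gave 0.0335 and fry 0.0136. Camera with an estimated correlation gave 0.0663 and so missed that list.

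Alternatives covered other scaling factors, DESeq2 1.42.0, limma-voom with quality weights, limma-trend, a relabelled Student test like that of the methods, other filters, the replicate number as a block, the number of detected genes as a covariate and each library left out, with the filter applied again to the libraries that remained. Thinning to the lowest total, the number of genes over 1 CPM as a covariate and the newer quasi-likelihood method of edgeR were added after the data were seen. All 10 splits of the libraries into 3 and 3 were fitted, on the genes that the filter kept under the real grouping. Gene positions and types come from the GENCODE annotation of GRCm38. The deposited comparison was rebuilt in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The qRT-PCR, histology and in vivo data have no deposited values and were left out.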

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

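Marker lists are given here if each TSA library lay above each control, or if 1 TSA library lay over 3 times the highest control and over 0.01% of its counts, 2 limits chosen after the shares were seen, as were the 3 tests of glial RNA.

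TSA replicate 1 carried signal from cell types that the paper does not report on: Müller glia markers held 1.81% of its counts, against 0.172 to 0.382% in the other 5 libraries, and microglia markers 0.327%, against 0.00838 to 0.0551%. An effect of TSA on these lists as a whole in every treated library is argued against by TSA replicates 2 and 3, which lay below the highest control (microglia at most 0.0177% against 0.0551%, Müller glia at most 0.254% against 0.382%). Single members did lie above every control in each TSA library, as *C1qb* with 6464, 1393 and 911 counts against 0 in every control and *Id3* with 208, 1334 and 3 against 1 in each, so an effect on these stays open. RNA of glia in the library, a candidate explanation, cannot be told apart from a wider capture of genes there: 81.25% of the 32 members with at least 10 counts were highest in it, which random lists matched on mean CPM reached in a share of 0.0001 of draws, but the lists were picked for their share in this library, so neither value decides, and markers of bipolar (9 of 14), amacrine (7 of 10) and horizontal cells (4 of 5) were often highest there too, against 3 of 15 of rods and 0 of 26 of cones. The gate on TN-XL selects against glia, not completely by the purity that the paper gives, and without this library edgeR gave 312 genes higher and 273 lower at an unadjusted p of 0.05 or less, and an effect of TSA in the explants of this replicate alone was not tested.

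Markers of vessels held 0.0260% ± 0.00725 (SD, n = 3) of the counts in TSA libraries and 0.0103% ± 0.00160 (SD, n = 3) in controls, higher in each TSA library than in each control (two-sided exact permutation p = 0.1, the smallest that 3 against 3 allow), mostly through *Vtn*.

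Markers of retinal ganglion cells passed the first limit and not the second, with 0.00964% of the counts in TSA replicate 3 (95% Wilson interval 0.00911 to 0.0102) and 0.00360% in TSA replicate 1 (0.00329 to 0.00395), against at most 0.000132% in a control. Nearly all of these counts came from *Nefh*, a neurofilament subunit, with 375, 1 and 1222 in the TSA libraries and 9, 1 and 0 in the controls.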

How the results depend on the processing

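Tests added after the data were seen were thinning to the lowest total, the number of genes over 1 CPM as a covariate and the newer method of edgeR. With edgeR on other scalings, on stricter filters, with the block, with either covariate, thinned, with the newer method or with any library left out, and with limma-trend, 0 genes passed an adjusted p of 0.05 in both directions (unadjusted counts of 772 and 221 in the main setting). DESeq2 called 656 genes higher and 200 lower, of which 795 of 856 were at an unadjusted p of 0.05 or less by edgeR and 507 had at most 3 counts in the lower group, with 383 lower at an unadjusted p. limma-voom called 32 and 5, all 37 at an unadjusted p by edgeR, and 5 lists. Without a filter (29742 genes) 9 and 2 genes passed, with 1722 and 1058 at an unadjusted p. The relabelled Student test gave 2 higher genes, with 391 and 113 at an unadjusted p. At an unadjusted p, limma-trend gave 458 higher, the filter on 3 of 6 libraries (8682 genes) 255 and 57, the filter on a mean of 10 CPM (7519 genes) 314 and 117, the detected genes as a covariate 135 lower, the genes over 1 CPM as a covariate 361 higher and the newer method 333 lower. Fewer or more genes tested account for part of the filter counts, and for the others the cause was not tested.

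Leaving out each library gave 312 to 750 higher and 108 to 273 lower genes at an unadjusted p, and 0 to 4 lists, with fewer samples in each fit and the filter applied again. The 3 lists called by camera fell to 0 with an estimated correlation, 0 by fry and 0 with the genes over 1 CPM as a covariate. With an estimated correlation camera also missed a simulated raised list, so its result does not show that these lists are unchanged. Of the results for single genes under the alternatives, 728 kept their side of the threshold and 43 passed it, 31 of these by DESeq2, 10 by limma-voom and 2 without a filter. The median log2 fold change of all genes was 0.02 with TMM, -0.05 with the size factors of DESeq2, 0.13 with upper-quartile factors and 0.15 with library size alone, and ran from -0.17 (no filter) to 0.64 (detected genes as a covariate) over the alternatives. Neither the paper nor the labels say what a replicate number marks. Deviations of libraries of the same number correlated at -0.01, 0.06 and 0.04 across genes. The highest values with another number were 0.05, 0.05 and -0.02, and 3 libraries a group are too few to settle whether the numbers pair them. With the number as a block edgeR gave 510 higher and 110 lower genes at an unadjusted p. Spread limits single genes: at the spread of these libraries the test recovered 30.3% of simulated genes changed 64-fold.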

Differences from the paper's values

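The setting that rebuilds the deposited table, named below, was chosen after its values were seen.

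The paper's count of genes with different expression is 1845, of which 1163 higher and 682 lower, and edgeR gave 0, of which 0 higher and 0 lower, at an adjusted p under 0.05, with 993 (772 higher, 221 lower) at an unadjusted p of 0.05 or less. All 18 alternatives set before the data were examined also differ from the paper's 3 values, with the highest counts from DESeq2 (856, of which 656 higher and 200 lower). In the deposited table the 1845 marked genes are those at an unadjusted p under 0.05 (every marked gene is under it and no unmarked gene is), and Benjamini-Hochberg over its own p-values leaves 1005. Over the genes tested here, its p-values adjusted over those leave 400 (329 higher, 71 lower). All 1845 calls of that table were matched with each 0 replaced by the median of the nonzero counts of its group. Of the marked genes, 87.6% have a 0 in some library. If so replaced, these p-values rest in part on values that were not measured. The counts of 1005 and 400 can then not be read as genes passing at a controlled false discovery rate.

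At an unadjusted p of 0.05 or less, set beside the paper's 1163 higher, 682 lower and 1845 in all, the values here were 772, 221 and 993. For the higher genes, upper-quartile factors (802), library size alone (785), DESeq2 (1020), limma-voom (920), no filter (1722) and the detected genes as a covariate (934) do not differ by the margin of 1.5 times and the other 12 alternatives do. For the lower genes all 18 differ. For the sum, DESeq2 (1403) does not and the other 17 do. With each 0 replaced by the median of the nonzero counts of its group, and a Student test on log2 counts, the paper's 1163 and 682 are reached and 0 of its 1845 genes are dropped, a setting chosen after seeing the values.

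The paper gives a depth of more than 20 M reads (M for 1e6), and the median total here was 12.5 M counts in genes. The paper's value is for reads sequenced and this one for counts in genes, so they are not the same measure, and no alternative applies to it.

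The methods leave around 14400 genes after the filter on CPM, while the same filter on the raw counts left 9621. The deposited table holds 14407 genes, all with counts in at least 2 libraries of a group, of which 8001 pass the filter on CPM.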

Other observations

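The tests on the deposited table and the test without TSA replicate 1 were chosen after the results were seen, as were the covariate and the thinning as settings.

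*Ldha*, the lactate dehydrogenase subunit of glycolysis, had 635 ± 209.6 CPM (SD, n = 3) in TSA-treated and 237 ± 114 in control cones, a log2 fold change of 1.42 (standard error 0.53) and an adjusted p of 0.414 from edgeR. It and *Eno1*, an enolase, were the 2 higher genes of 22 in glycolysis at an unadjusted p of 0.05 or less (camera adjusted p = 0.966), and *Gapdh* had a log2 fold change of 0.57 (standard error 0.59). Of 50 nuclear genes of oxidative phosphorylation 1 was higher, *Ndufa9* (list adjusted p = 0.316), and of 11 mitochondrial transcripts 1 was lower, *mt-Nd2*, a subunit of complex I, with 1299 ± 128 CPM in TSA-treated and 2186 ± 164 in control cones (list adjusted p = 0.447). Ribosomal protein genes were lower as a list by camera (40 genes, 10 above and 30 below 0, median log2 fold change -0.29, adjusted p = 0.0278), but adjusted p = 0.985 with an estimated correlation, and the call was lost without control replicate 1 (0.283), control replicate 3 (0.108), TSA replicate 1 (0.827) or TSA replicate 2 (0.419). It was also lost with the genes over 1 CPM as a covariate. Their share of counts was 1.43, 1.45 and 2.45% in TSA replicates 1 to 3 and 1.99 to 2.14% in the controls, so TSA replicate 3 lay above every control. Of 12 genes of apoptosis and the BCL2 family 9 were below 0, 2 of them (*Mcl1* and *Bcl2l1*) at an unadjusted p (median -0.57, camera adjusted p = 0.0278, but adjusted p = 0.942 with an estimated correlation), a call lost without control replicate 3 (0.300), TSA replicate 1 (0.140) or TSA replicate 2 (0.285). That call was also lost with the genes over 1 CPM as a covariate. The unfolded protein response had 2 higher genes and 1 lower of 25 (adjusted p = 0.966), heat shock none of 14 (0.818, median 0.08, mean -0.18, test down), mTOR 2 of 31 higher (0.966), lysosome 2 of 36 higher (0.818) and synapse genes none of 24 (0.618). For all these lists, the counts over all 9621 genes tested were 772 higher and 221 lower at an unadjusted p of 0.05 or less.

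TSA inhibits histone deacetylases of classes I and II and not the sirtuins. Of 14 histone deacetylases and sirtuins, *Sirt5* was higher and *Sirt7* and *Hdac5* lower at an unadjusted p of 0.05 or less (list adjusted p = 0.966, mean 0.19, test down). *Hdac5* had 2, 1193 and 1428 counts in control replicates 1 to 3 and 11, 19 and 1 in TSA replicates 1 to 3, a log2 fold change of -6.68 (standard error 1.94) (adjusted p = 0.405 from edgeR and 0.00634 from DESeq2, 0.620 to 0.771 over the other tools and 0.999 with the replicate number as a block). Of 11 genes often induced by HDAC inhibitors, *Crip1* and *Ly6e* were higher (0.818), and of 21 histone genes *Hist1h2ac* (0.818). Of 15 immediate early genes, *Zfp36*, which destabilizes inflammatory mRNAs, was higher, with 2925, 337 and 203 counts against 0, 1 and 0 (list adjusted p = 0.270, 1 gene adjusted over the list alone). Among marker lists, Müller glia had 2 higher genes of 14 (0.561), bipolar cells 1 of 13 (0.966), amacrine cells 1 of 4 (0.966), horizontal cells 1 of 2 (0.818), ganglion cells 1 of 1, and microglia 1 of 5 (0.458), with 1 gene each adjusted over the list alone in the last 4. Pigment epithelium had none of 3 (0.316, median 0.08, mean -0.17), vessels none of 2 (0.966, median 0.63, test down) and no erythrocyte marker was measured. The rod list had a median of 0.10, a mean of 0.92 and a test pointing down (0.818). Of the genes of Fig. S6, measured by qRT-PCR on other samples, *Fgf9* had 571, 569 and 0 counts in the TSA libraries and 0, 14 and 2 in the controls (adjusted p = 0.680 from edgeR).

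Of the 72 distinct genes labelled in the heat maps, 70 had the mean CPM of the direction drawn, and 20 had at most 9 counts in every library. With 10 splits of the 6 libraries into 3 and 3, no share of splits under 0.05 can be had. All splits used the genes that the filter kept under the real grouping, which can favour the real split. The real split gave 0 genes at an adjusted p under 0.05 and the highest other split 0, so that all 10 were as large. It gave 993 at an unadjusted p against 1156 in the split of control replicates 1 and 3 with TSA replicate 3, so that 2 of 10 were as large, and 3 lists against 2, so that 1 of 10 was.

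The deposited comparison of the authors marks 1845 genes, of which 1617 (87.6%) have 0 counts in at least 1 library. Zeros kept as such are argued against as the input of that test, since only 0.698% of the differences of genes with a zero were then matched within 0.01. A candidate explanation is that each 0 was replaced by the median of the nonzero counts of its group (of all libraries where a group had none) before the test, as 100% of the 14407 differences and all 1845 calls were then matched, with TSA replicate 1 scaled by 0.862 and TSA replicate 2 by 0.953. The text of the paper does not name a treatment of zeros. With zeros kept, 659 of the 14407 genes were at p under 0.05, fewer than the share of 0.05 that chance gives, and 440 of them are marked. Of the marked genes, 619 (33.6%) have counts in only 1 library of the higher group.

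More genes were higher than lower in TSA-treated cones at an unadjusted p of 0.05 or less, 772 against 221, a ratio of 3.49, while the highest ratio of the larger to the smaller direction in another split was 4.92 and 4 of the 10 splits were as large, too few splits for a share under 0.05. A difference in total counts is argued against, as the ratio was 3.53 after every library was thinned to the lowest total. Fewer genes over 1 CPM in the control libraries cannot be told apart from treatment, as the ratio was 1.98 with that number as a covariate, between the bounds set for either outcome, but 6.92 with the number of detected genes as a covariate, and control replicate 2 had more such genes (8837) than TSA replicate 3 (6974). A wide capture of genes in TSA replicate 1, with 10795 genes over 1 CPM, is a candidate explanation. The ratio was 1.14 without that library (312 higher, 273 lower), 1.77 without TSA replicate 2 and 3.87 without TSA replicate 3. Without control replicates 1, 2 and 3 it was 3.55, 6.94 and 3.21. These ratios cannot decide, as the filter was applied again to the libraries left. With a TSA library left out, a gene high in TSA had to pass 1 CPM in every TSA library left. A gene high in control had to pass in 2 of 3, which by itself lowers the ratio. A wider transcription under TSA stays open and was not tested apart from capture.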
